# Spt5 interacts genetically with Myc and is limiting for brain tumor growth in *Drosophila*

**DOI:** 10.26508/lsa.202302130

**Published:** 2023-11-07

**Authors:** Julia Hofstetter, Ayoola Ogunleye, André Kutschke, Lisa Marie Buchholz, Elmar Wolf, Thomas Raabe, Peter Gallant

## Abstract

The transcription factor SPT5 physically interacts with MYC oncoproteins and is essential for efficient transcriptional activation of MYC targets in cultured cells. Here, we use *Drosophila* to address the relevance of this interaction in a living organism. Spt5 displays moderate synergy with Myc in fast proliferating young imaginal disc cells. During later development, Spt5-knockdown has no detectable consequences on its own, but strongly enhances eye defects caused by Myc overexpression. Similarly, Spt5-knockdown in larval type 2 neuroblasts has only mild effects on brain development and survival of control flies, but dramatically shrinks the volumes of experimentally induced neuroblast tumors and significantly extends the lifespan of tumor-bearing animals. This beneficial effect is still observed when Spt5 is knocked down systemically and after tumor initiation, highlighting SPT5 as a potential drug target in human oncology.

## Abstract (precis)

Knockdown of Spt5 in *Drosophila* affects various Myc-dependent phenotypes and delays the growth of a Myc-dependent brain tumor, thereby significantly extending the longevity of tumorous animals.

## Introduction

Expression of MYC oncogenes is deregulated in most human tumors. Up to 28% of all tumors exhibit gene amplification of one of the *MYC* isoforms (*MYCN*, *MYCL* or *MYC*), defining *MYC* genes as the most frequently amplified oncogene family across human cancers (Schaub et al, 2018). Indeed, MYC is a crucial driver of tumorigenesis as demonstrated by mouse experiments involving MYC-overexpression (Adams et al, 1985; Kortlever et al, 2017), genetic depletion of endogenous (Sansom et al, 2007; Walz et al, 2014) or exogenous MYC (Jain et al, 2002), and expression of a dominant-negative variant of MYC (Soucek et al, 2008). MYC can therefore be considered a priority target for cancer therapy (Dang, 2012). At the same time, it is very challenging to target MYC directly, because it lacks enzymatic activity and probably pockets for small molecules (Nair & Burley, 2003). Instead, it seems possible to identify binding partners which the oncogenic function of MYC is fully dependent on, and to target them, for example, the histone–methyl–transferase adapter protein WDR5 (Thomas et al, 2015; Lorenzin et al, 2016). In recent years, several additional MYC binding partners were identified by proteomic approaches, and MYC was shown to partake in multiple nuclear protein complexes (Koch et al, 2007; Buchel et al, 2017; Dingar et al, 2018; Kalkat et al, 2018; Baluapuri et al, 2019). To be considered as suitable for pharmaceutical targeting, such MYC binding partners should be (i) essential for MYC-driven oncogenic growth and (ii) dispensable for the integrity and proliferation of healthy tissue. The former is relatively easy to analyze systematically in transplantation-based murine tumor models (Vo et al, 2016), but the latter is very elaborate and expensive to study in mice. We therefore started to develop a *Drosophila* model to (i) validate the genetic interaction between MYC and its binding partners in vivo and (ii) to estimate effects on healthy tissue of animals and thus the potential therapeutic window.

The *Drosophila* genome encodes a single MYC homolog that accomplishes the functions of its vertebrate counterparts in normal cells, and it also acts as an oncogene in *Drosophila* tumor models. Here, we focused on a brain tumor model derived from neural stem cells (type II neuroblasts = NB II), which allows to study proliferation and tumorigenesis during brain development. Briefly, NB II produces intermediate neural progenitors (INPs) with a restricted proliferation potential, which in turn generate ganglion mother cells as the precursors of neurons and glia cells (Homem & Knoblich, 2012). NB II express the cell fate determinant brain tumor (Brat) and pass it on to their progeny (Bello et al, 2006; Betschinger et al, 2006; Lee et al, 2006). In case of brat mutations, INPs acquire NB II characteristics, resulting in large transplantable tumors (Bowman et al, 2008; Xiao et al, 2012; Janssens et al, 2014; Komori et al, 2018; Hakes & Brand, 2019). Brat belongs to the TRIM-NHL family of proteins which regulate gene expression by reducing translation and causing degradation of multiple mRNAs (Tocchini & Ciosk, 2015; Connacher & Goldstrohm, 2021). Brat targets many mRNAs involved in NB self-renewal, including Myc (Betschinger et al, 2006; Loedige et al, 2015). We exploited this tumor model to address the potential for interfering with tumor formation by targeting Myc interaction partners.

As a proof of the target validation concept, we chose the MYC binding partner SPT5. First, SPT5 was detected as a binding partner of both MYC (Baluapuri et al, 2019) and MYCN (Buchel et al, 2017), indicating that the interaction between MYC proteins and SPT5 is evolutionary conserved. Second, recombinantly expressed MYC and SPT5 build stable dimeric complexes in vitro, demonstrating their direct interaction (Baluapuri et al, 2019). Third, SPT5 is essential for MYC-mediated transcriptional activation, which is considered a key oncogenic function of MYC (Baluapuri et al, 2019). A function of SPT5 in transcription was already evident upon its initial discovery in a pioneer genetic screen by Winston and colleagues in yeast. Several suppressors of Ty (*SPT*) genes, including *SPT5*, were discovered, because their mutation reactivated the transcription of an auxotrophy gene that was silenced by proximal insertion of a Ty transposon (Winston et al, 1984). Subsequent work demonstrated direct interaction of SPT5 with SPT4 in yeast (Swanson et al, 1991; Hartzog et al, 1998) and the function of the mammalian SPT4/5 complex as a pausing factor named DSIF (DRB sensitivity-inducing factor) (Wada et al, 1998). SPT5 binds RNA polymerase II (RNAPII) and promotes transcriptional elongation and termination (Shetty et al, 2017; Henriques et al, 2018; Parua et al, 2018, 2020; Cortazar et al, 2019; Hu et al, 2021; Fong et al, 2022) and RNAPII processivity (Fitz et al, 2018) by binding to its DNA exit region, facilitating re-winding of upstream DNA and preventing aberrant back-tracking of RNAPII (Bernecky et al, 2017; Ehara et al, 2017). SPT5 homologues are found in all domains of life. SPT5 shares the N-terminal (NGN) and one KOW domain with its bacterial homolog NusG, but the eukaryotic protein contains several copies of the KOW domain and additional N- and C-terminal sequences (Yakhnin & Babitzke, 2014). Although SPT5 is an essential protein, its interaction with MYC could indicate that tumor cells are more dependent on the full function of SPT5 than untransformed cells.

Here, we explored the functional interaction between Myc and Spt5 in vivo in *Drosophila* and analyzed the consequences of Spt5 depletion in brain tumors induced by brat knockdown. We demonstrate a clear genetic interaction between Myc and Spt5 in developing eyes and a functional role of Spt5 in neuroblast proliferation. Strikingly, systemic knockdown of Spt5 from late larval stages onwards inhibits tumorigenesis, but is tolerated by normal tissue and massively extends the life span of tumor prone flies. This demonstrates not only that SPT5 is an attractive candidate for targeting MYC-mediated oncogenic growth, but also suggests that inhibition of an essential process, such as transcription, could open a therapeutic window in tumor treatment.

## Results

### Genetic interaction of Spt5 and Myc in *Drosophila*

The *Drosophila* genome encodes a single SPT5 homolog (Kaplan et al, 2000), which is 50% homologous to human SPT5 and contains all identified protein domains (Fig 1A). To investigate its genetic interaction with Myc we focused on adult eye phenotypes, which are known to be highly sensitive to alterations in Myc levels. Myc overexpression in post-mitotic cells of this tissue (using GMR-GAL4; Fig 1B) induced excessive growth and apoptosis, resulting in oversized and aberrantly shaped adult eyes (Montero et al, 2008; Secombe et al, 2007; Steiger et al, 2008; Figs 1C and S1A and B). Spt5-levels were manipulated by expression of an siRNA targeting Spt5, or by overexpression of a mutated *Spt5* cDNA that codes for WT Spt5 protein but is not recognized by the siRNA; ubiquitous expression of these transgenes in wandering larvae (using a heat-shock activated GAL4-driver; see the Materials and Methods section) altered Spt5 transcript levels to 62% ± 24% and 750% ± 90% of control, respectively. When driven with GMR-GAL4 in control eye discs, siRNA-mediated Spt5-knockdown had no discernible effect on adult eyes (Figs 1C and D and S1C). Knockdown of Spt5 in the Myc-overexpression context however dramatically altered eye morphology leading to a glassy surface, suggestive of apoptotic cell loss and ensuing fusion of neighboring ommatidia (Figs 1C and S1D). This phenotype was fully penetrant and accompanied by a reduction in overall eye size (Fig 1D). Importantly, this effect was not because of experimental off-target artefacts because it was completely rescued by expression of the siRNA-resistant Spt5 (Figs 1C and S1G and H). Overexpression of the siRNA-resistant Spt5 itself showed effects neither in control nor in Myc-overexpressing flies (Figs 1C and S1E and F). Together, these observations demonstrate that Myc and Spt5 functionally interact and suggest that the output of supraphysiological Myc levels is strongly influenced by Spt5 levels: whereas Myc-induced overgrowth is abrogated upon depletion of Spt5, Myc-induced apoptosis is potentiated. Similar observations were previously made for Myc’s dimerization partner Max whose depletion in developing eyes also eliminated Myc-dependent overgrowth, but did not impair Myc-dependent apoptosis (Steiger et al, 2008).

**Figure 1.**
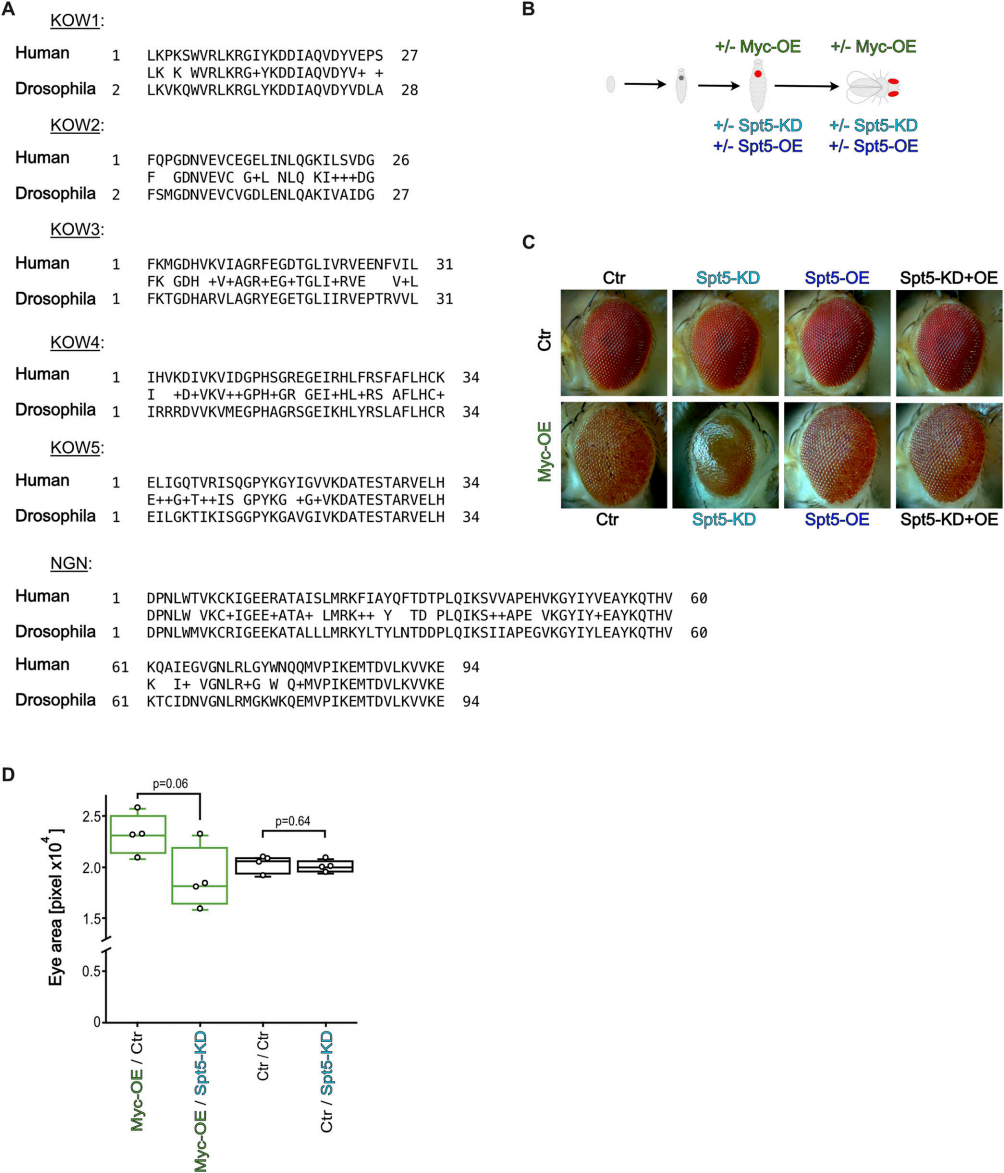
Genetic interaction of Spt5 with overexpressed Myc. **(A)** Alignment of *Drosophila melanogaster* and human Spt5 proteins over all identified domains. **(B)** Scheme depicting GMR-GAL4–dependent transgene expression in differentiating eye imaginal disc cells from the second half of the third larval instar onward. GAL4 activates expression of a Myc cDNA and/or an Spt5 siRNA and/or an Spt5 cDNA (coding for WT Spt5 protein, but refractory to siSpt5). **(C)** Representative pictures of adult eyes of the indicated genotypes. **(D)** Quantification of the eye areas from control (black) or Myc-overexpressing (green) flies. Median adult eye size from four independent flies each. *P*-value was calculated using unpaired *t* test.

**Figure S1.**
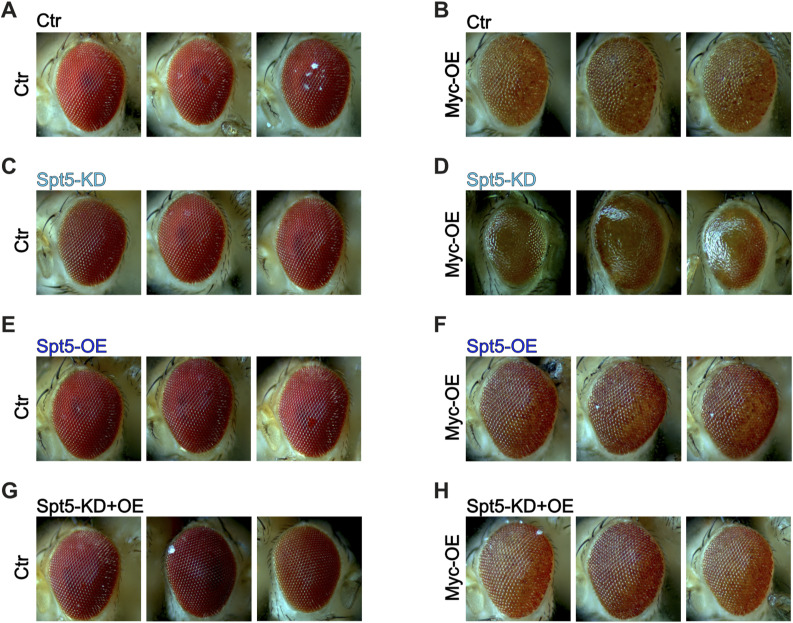
Adult eye phenoytpes resulting from Spt5-depletion in combination with Myc-overexpression. **(A, B, C, D, E, F, G, H)** Pictures of adult eyes having experienced GMR-driven Myc overexpression +/− Spt5 overexpression +/− Spt5-knockdown. Pertains to Fig 1C and D.

Next, we addressed the organismal role of Spt5 during development. As described for yeast, *Spt5* is an essential gene and *Spt5* homozygous mutant flies do not reach adulthood (Mahoney et al, 2006). *Spt5* heterozygotes were largely normal, except for a small but statistically significant reduction in adult body weight (Fig 2A). Such a weight defect was also described for hypomorphic *Myc*^*P0*^ mutants, which additionally showed a slight delay in development (Johnston et al, 1999). The combination of both mutations did not affect the Myc-dependent developmental delay (Fig S2A), but resulted in a synergistic weight loss (BLISS score 14, SynergyFinder; Fig 2A). In addition, such doubly mutant flies had deformed eyes (not shown). Such an eye defect was not observed in either single mutant alone, but had previously been described as a typical manifestation of the strong genetic interaction between Myc and its partner RUVBL1/pontin (Bellosta et al, 2005).

**Figure 2.**
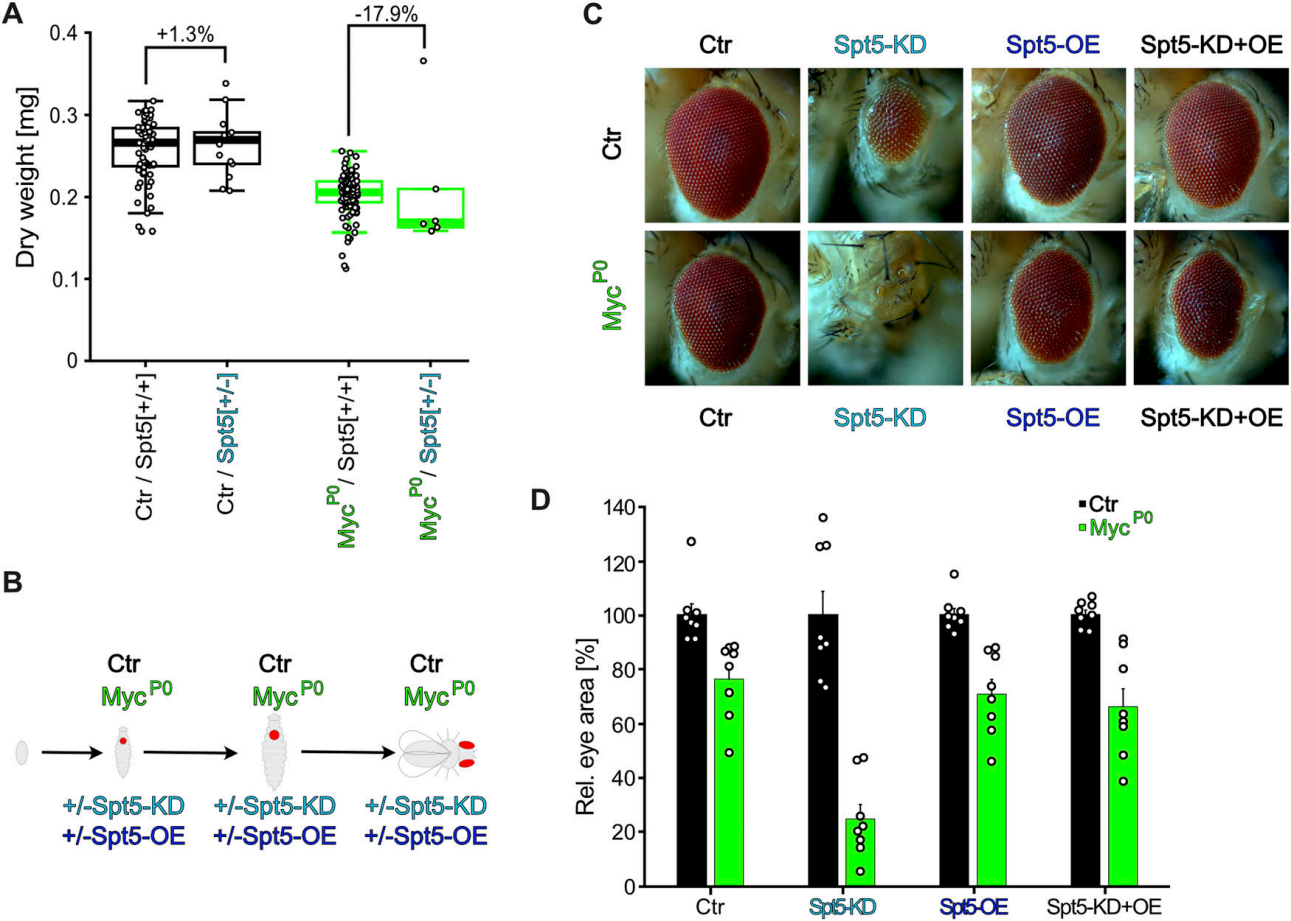
Genetic interaction of Spt5 with a hypomorphic Myc mutant. **(A)** Median dry weight of adult Spt5^+/+^ or Spt5^+/−^ males (n = 6–109), in a Myc^wildtype^ (“Ctr,” black) or Myc^P0^ (green) background. *P*-values were calculated using an unpaired *t* test. **(B)** Scheme illustrating the genetic manipulation: a ubiquitously expressed Myc cDNA was eliminated specifically in eye imaginal discs throughout larval development, thereby exposing the hypomorphic Myc^P0^ allele or Myc^wildtype^ (“Ctr”), whereas simultaneously driving Spt5 overexpression and/or knockdown (see the Materials and Methods section). **(C)** Representative pictures of adult eyes. **(D)** Quantification of eye areas, normalized in each case to the area of the matching Myc^wildtype^ flies (“Ctr,” black); n = 8 flies per genotype.

**Figure S2.**
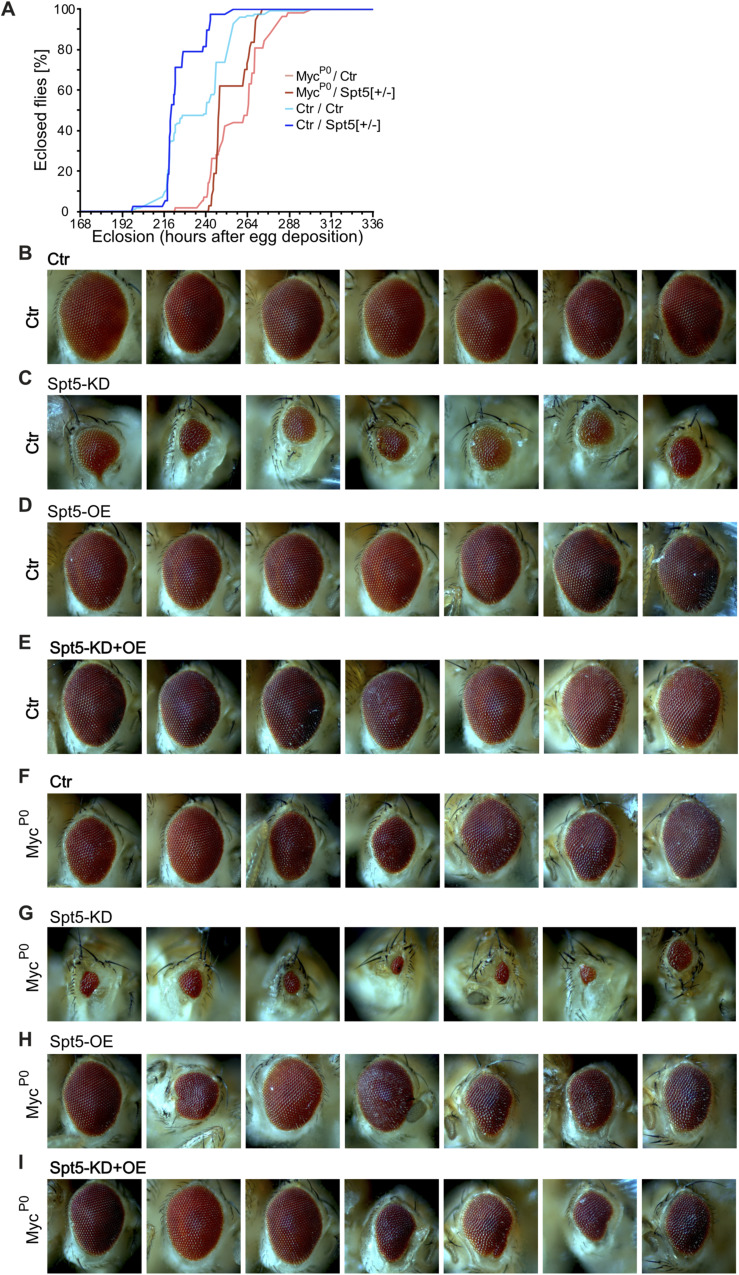
Genetic interaction between a hypomorphic Myc-mutation and a reduction of Spt5-levels. **(A)** Duration of development, in hours from egg deposition to adult eclosion (n = 34–82 males per genotype). **(B, C, D, E, F, G, H, I)** Pictures of adult eyes having experienced Spt5 overexpression and/or Spt5 knockdown in the background of WT or mutant Myc. Pertains to Fig 2C and D.

The synergy between Spt5 and Myc in proliferating cells became even more evident when Spt5 and Myc levels were reduced specifically in developing eye imaginal discs (Fig 2B). In line with earlier publications, partial loss of Myc (to 20% of control level—see Wu & Johnston [2010]) in this system impaired growth of eye imaginal disc cells and resulted in smaller adult eyes made up of smaller ommatidia (Figs 2C and D and S2B–I; Bellosta et al, 2005). Combination of the partial loss of Myc with Spt5-knockdown showed clear synergy (BLISS score 16, SynergyFinder) and nearly eliminated eye development. These observations confirm a functional collaboration between Spt5 and Myc in the control of cellular growth and proliferation.

### Effect of Spt5 on NB II-tumor development

Having confirmed the importance of Spt5 for Myc-dependent physiological processes, we set out to explore the role of Spt5 in brain tumors that were induced by knockdown of the tumor suppressor brat specifically in larval NB II. The adult brains of Brat-knockdown animals are enlarged with a massive increase of cell number in the cortex region and a complete disruption of neuropil structures (Fig 3A and B). In contrast, knockdown of Spt5 in NB II had only minor effects on adult brain structures, for example, resulting in a ventral opening of the ellipsoid body of the central complex, which is one descendant of NB II cell lineages. Simultaneous knockdown of Spt5 and Brat abrogated the overgrowth phenotype and largely restored normal brain structures (Fig 3B). To quantify this effect, we expressed luciferase in the cells experiencing Brat knockdown. Luminometry of total lysates from young adults confirmed the strong growth-suppressive effect of Spt5-knockdown specifically in tumorous animals as opposed to control animals; expression of the siSpt5-insensitive *Spt5* transgene abrogated the effects of siSpt5, demonstrating its specificity (Fig 3C). Consistent with these findings, brat knockdown led to a massive expansion of NB II cell lineages, which was largely abolished by simultaneous Spt5-knockdown (Fig S3A).

**Figure 3.**
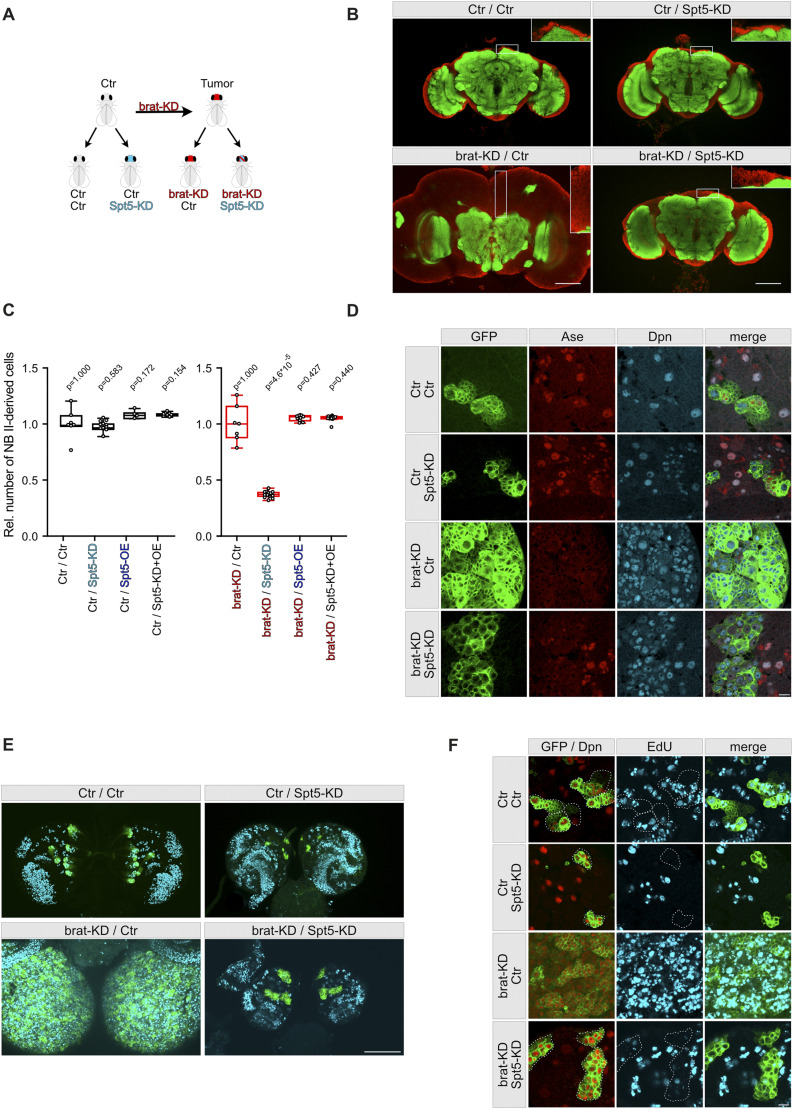
Spt5 knockdown reduces growth of Brat-depleted tumors. **(A)** Scheme of the NB II tumor model, showing expression of luciferase and/or Brat-dsRNA and/or Spt5-siRNA in NB II. **(B)** Adult brains from 5–6-d-old animals were stained for the synaptic protein Bruchpilot (green) to label neuropil structures and the nuclear membrane protein Lamin (red) to visualize the brain cortex. Single pictures were taken at the level of the ellipsoid body of the central complex. Scale bar: 50 μm. **(C)** Number of NB II-derived cells relative to that of control flies (as determined by quantification of luciferase activity; see the Materials and Methods section); n = 6–16 single adult flies per genotype. **(D)** NB II lineages in brains from third instar larvae were marked with mCD8::GFP (green) and co-stained for the nuclear proteins Dpn and Ase to distinguish the large NB II (Dpn+ Ase−), newborn intermediate neural progenitors (INPs) (Dpn− Ase−), immature INPs (Dpn− Ase+), and mature INPs (Dpn+ Ase+). Neighboring type I NBs co-express Dpn and Ase. In control brains, two out of eight NB II lineages per brain hemisphere are shown. Spt5 knockdown causes incomplete NB II lineages, whereas Brat knockdown results in massive expansion of cells with characteristics of NB II (Dpn+ Ase−). In the double-knockdown, separate clusters like those in controls are observed, but cells maintained mostly NB II characteristics and only few cells expressed Ase as an indicator of further differentiation. Scale bar: 10 μm. **(E)** EdU incorporation (cyan) in S-phase cells within a period of 90 min in whole-mount brain preparations. Compact EdU signals are seen in the lateral regions representing the proliferation centers of the optic lobes, dispersed signals are evident in the central brain with NB II and their lineages labeled in green. Scale bar: 100 μm. **(F)** In higher magnifications, many proliferating cells outside and within NB II lineages (outlined with dashed lines) are seen in controls, with a strong increase upon brat-KD. No EdU-positive cells are detected in NB II lineages under Spt5-KD and Brat-KD/Spt5-KD conditions. Scale bar: 10 μm.

**Figure S3.**
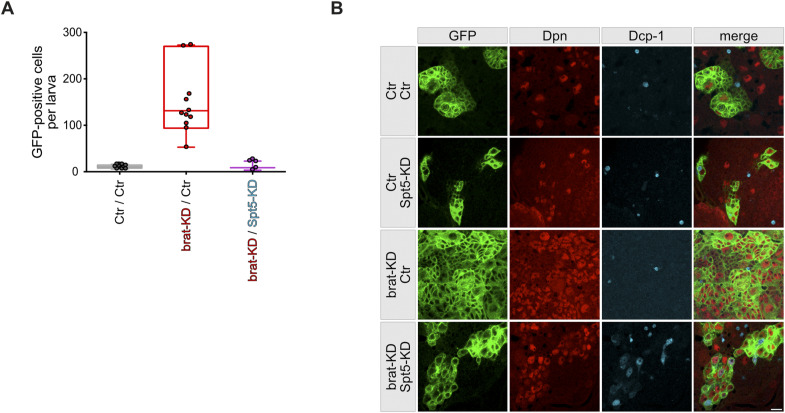
Effect of Spt5-depletion on NB II lineages. **(A)** Number of NB II-derived (GFP-positive) cells per larva (based on 3–7 independent dissections per genotype, each involving 130–240 larvae). **(B)** NB II lineages in brains from third instar larvae were marked with mCD8::GFP (green) and co-stained for the nuclear proteins Dpn (red) and the apoptosis marker Dcp-1 (blue). Few apoptotic cells are observed in control, Spt5-KD, and Brat-KD brains, but their number increases under double-knockdown conditions. Scale bar: 10 μm.

To study the underlying cellular differences between the different genotypes, we analyzed NB II lineages in third instar larval brains by concurrent expression of GFP and stainings for Deadpan (Dpn) and Asense (Ase), which are transcription factors that serve as markers for neuroblasts: NB II (of which there are eight per brain hemisphere) express Dpn but not Ase (Dpn+ Ase−), in contrast to type I NBs where both proteins are present (Dpn+ Ase+). NB II then generate INPs which pass through a maturation process (from Dpn− Ase− to Dpn− Ase+ to Dpn+ Ase+), before producing ganglion mother cells. As reported previously, Brat knockdown causes a massive expansion of NB II-like cells (Dpn+ Ase−) at the expense of INPs (Bowman et al, 2008; Xiao et al, 2012; Janssens et al, 2014; Komori et al, 2018). Brain hemispheres were enlarged, with the dorsal part being nearly completely covered with Dpn+ Ase− cells without signs of further lineage progression (Fig 3D). Spt5-knockdown resulted in a strong suppression of the overgrowth phenotype caused by Brat knockdown and reduced the total number of cells within each lineage (Fig 3D). Distinct GFP-positive cell clusters were visible similar to the control situation. However, within each cluster, most cells still displayed NB II characteristics (Dpn+ Ase−) and only few cells expressed Ase as a marker for INP maturation (Fig 3D). Based on these observations we concluded that, although Spt5-knockdown cannot efficiently revert transformed NB II-like cells into further differentiated INPs, it nevertheless has a major negative impact on tumor formation, possibly by interfering with NB II proliferation. We confirmed this assumption by pulse labeling S-phase cells with EdU in larval brains (Fig 3E and F). Knockdown of Spt5 alone or in combination with brat strongly reduced EdU-incorporation within the GFP-labeled cell clones (highlighted areas; note that most remaining EdU-positive cells do not express GFP and hence are not derived from NB II), whereas the brains with Brat knockdown alone contained multiple cells in S-phase that actively incorporated EdU. Although we noticed a moderate increase in apoptotic cells (positive for the cleaved effector caspase Dcp-1) in Brat /Spt5 knockdown conditions within the GFP-labeled cell clones (Fig S3B), the major tumor suppressive mechanism of Spt5-knockdown can be ascribed to impaired proliferation.

### Effects of Spt5 on tumor transcriptomes

To identify the molecular basis of the observations described above, we isolated NB II from 96 h-old larvae and analyzed their transcriptomes. 

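Cells of 3 genotypes were sequenced. NB II, the neural stem cells whose lineages form the tumors, carried GFP under wor-GAL4 ase-GAL80 and were sorted from dissociated larval brains by their fluorescence. Polyadenylated RNA of the sorted cells was made into directional libraries. There were 3 libraries from control NB II (Ctr/Ctr), 4 from Brat-depleted NB II (brat-KD/Ctr) and 3 labelled brat-KD/Spt5-KD, in which a brat dsRNA and an Spt5 siRNA were expressed together. The larvae were 96 h old according to the results and the sample labels, and 5 d old according to the methods. The authors deposited the number of reads on each of 17676 genes in each library, without normalization. The counts of a library summed to 5425453, 9753111 and 4968226 in the control, to 5432145, 6368172, 7409954 and 5545976 in Brat-depleted NB II, and to 3830183, 4780947 and 2158058 in the libraries labelled brat-KD/Spt5-KD (replicates in order). The lowest and the highest of these totals are, once rounded, the ends of the range of mapped reads per sample that the methods give.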

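The reads had been mapped to BDGP6 with bowtie2, which does not split a read over an intron. The paper's text does not name the counter or its annotation. In 138 of 138 pairs in which a gene lay within the introns of a gene on the opposite strand, and in 53 of 53 such pairs on the same strand, the outer gene had at least 0.9 times the count of the inner gene (inner genes with at least 500 counts). In these pairs the reads of the inner gene were thus also counted for the outer one, introns and the opposite strand included. Of the 17549 genes found in the Ensembl annotation used here (release 115, BDGP6.54), 8937 overlap another gene, and their counts can hold reads of that gene. Expression is given as CPM, the count scaled to library size after TMM normalization in edgeR, as the mean ± SD over the libraries of a genotype. Each pair of genotypes was fitted on its own with edgeR's quasi-likelihood test, over the genes kept by its filterByExpr function, and p-values were adjusted by the Benjamini-Hochberg method with a threshold of 0.05. Confidence intervals and limits for counts of 0 cover counting error only, because reads amplified by PCR without molecular identifiers are not independent molecules. In each of the smaller groups, replicate 1 stood apart. Its Spearman correlation across genes with the other 2 libraries was 0.897 and 0.895 in the control, where replicates 2 and 3 correlated at 0.987. In the libraries labelled brat-KD/Spt5-KD it was 0.801 and 0.801, against 0.934 between replicates 2 and 3.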

As shown in Fig 4A, control and Brat-/Spt5-co-depleted cells were highly similar to each other and clearly distinct from Brat-depleted (tumorous) cells with respect to principal component 1, consistent with the reversion of overgrowth by Spt5 knockdown.

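Principal components were computed here from the linear CPM of the 13789 genes with a count in at least 1 library, centred and not scaled. PC1 held 66.8% of the variance and PC2 15.7%. On PC1 the Brat-depleted libraries had scores of 23899, 21061, 14040.0 and 12348, the control libraries −10005, −6971 and −9995, and the libraries labelled brat-KD/Spt5-KD −15690.5, −12822 and −15864. Where the control mean is set to 0 and the Brat-depleted mean to 1, the mean of the libraries labelled brat-KD/Spt5-KD was −0.216, on the far side of the control, with a spread between libraries of 0.143. lncRNA:cherub made up 64.1% of PC1 (its squared loading). The next genes, pre-rRNA:CR45856 and eEF1alpha1, made up 4.83% and 4.48%. With each library left out in turn, the position stayed between −0.278 and −0.159. The scale of the input, which the paper's text does not name, moved it most. With log2 CPM of each gene scaled to unit variance it was 220.3, and with log2 CPM 37.8, because the first component then set brat-KD/Spt5-KD replicate 1 apart and no longer separated control from Brat-depleted NB II. Raw counts gave −1.02, also without that separation. Component 2 of log2 CPM separated these genotypes and held 20.2% of the variance. On it the mean of the libraries labelled brat-KD/Spt5-KD lay at 1.24 (spread 0.456), nearer to Brat-depleted NB II than to the control. Their scores were 11.6, −65.7 and −62.8, against −25.4 to −16.7 in Brat-depleted NB II and 129, 31.9 and 32.3 in the control. Replicate 1 thus lay between these genotypes, and replicates 2 and 3 beyond Brat-depleted NB II. Component 3 held 13.8% and placed the mean of the libraries labelled brat-KD/Spt5-KD at −0.318 (spread 0.517), beside the control.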

**Figure 4.**
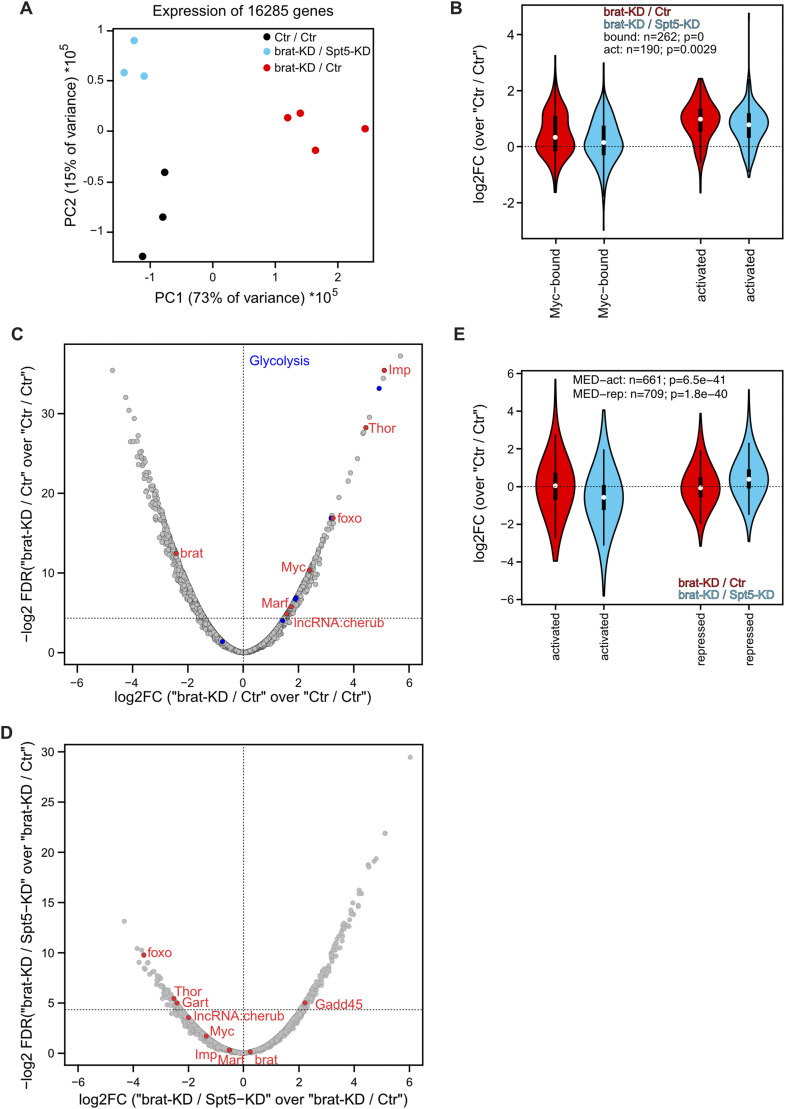
Effects of Brat and Spt5 knockdown on NB II transcriptomes. **(A)** Principal component analysis of NB II transcriptomes from control (black, “Ctr/Ctr”), tumorous (red, “brat-KD/Ctr”) or tumorous flies with Spt5 knockdown (blue, “brat-KD/Spt5-KD”). **(B)** Expression levels of Myc-bound or -activated genes that were previously identified in cultured S2 cells (Herter et al, 2015) in Brat-depleted NB II “brat-KD/Ctr” relative to control NB II “Ctr/Ctr” (red), and in Spt5-/Brat-co-depleted NB II “brat-KD/Spt5-KD” relative to control NB II “Ctr/Ctr” (blue). **(C, D)** Volcano plots showing expression in Brat-depleted NB II (tumors) relative to control NB II (C), and in Spt5-/Brat-co-depleted NB II relative to Brat-depleted NB II (D). Horizontal lines mark significance level (FDR *Q*-value) of 0.05. Labeled genes are described in the text; for a complete listing of all genes, see Tables S2 and S3. **(E)** Expression levels of previously identified Med27-activated or -repressed genes in Brat-depleted NB II relative to control NB II (red), and in Spt5-/Brat-co-depleted NB II relative to control NB II (blue). *P*-values are derived from a paired *t* test.

Comparison of control with Brat-depleted neuroblasts revealed several alterations of uncharacterized genes (shown in grey) and expected changes in gene expression (Fig 4B and C): brat levels were clearly reduced, whereas the IGF-II mRNA-binding protein Imp (Samuels et al, 2020), the long noncoding RNA cherub (Landskron et al, 2018), the mitochondrial fusion factor Marf (Bonnay et al, 2020), Myc, and Myc target genes (Betschinger et al, 2006; Neumuller et al, 2013; Herter et al, 2015), and glycolytic enzymes (van den Ameele & Brand, 2019; Bonnay et al, 2020) were all strongly up-regulated in response to Brat knockdown. All of these changes had been observed before and they contribute to the tumorous phenotype. In addition, the transcription factor Foxo and its target Thor/4E-BP were overexpressed in Brat-depleted NB II.

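The targeted transcript was checked first. brat (FBgn0010300; chromosome arm 2L, 19133816 to 19179758 of BDGP6) had 949.7 ± 62.5 CPM (SD, n = 3) in control and 171 ± 36.6 CPM (SD, n = 4) in Brat-depleted NB II, a log2 fold change of −2.48 (standard error 0.18, adjusted p = 1.5e-05 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The 4 Brat-depleted libraries had 129.8 to 214 CPM and the 3 control libraries 880.5 to 1002. With single libraries left out the log2 fold change was −2.61 to −2.36. The span of brat holds or touches 4 other annotated genes. Imp (FBgn0285926; chromosome X, 10787869 to 10824277) rose from 25.6 ± 17.2 CPM (SD, n = 3) to 863 ± 238 CPM (SD, n = 4), with a log2 fold change of 5.05 (standard error 0.44, adjusted p = 3.4e-05 from the same test and adjustment) and 2 lncRNA genes in its span. It had 45.4, 17.2 and 14.2 CPM in control replicates 1 to 3, and without replicate 1 the log2 fold change was 5.78. lncRNA:cherub (FBgn0262972; chromosome arm 3R, 11247631 to 11256123), which overlaps no gene, rose from 11772 ± 1537 CPM (SD, n = 3) to 34012 ± 5779 CPM (SD, n = 4). This was a log2 fold change of 1.52 (standard error 0.24, adjusted p = 9.2e-04, same test and adjustment). Its reads alone were 2.94% to 4.24% of all counts in Brat-depleted NB II and 0.991% to 1.33% in the control. Marf (FBgn0029870; chromosome X, 6365949 to 6370924) rose from 61.5 ± 14.6 CPM (SD, n = 3) to 198 ± 3.81 CPM (SD, n = 4), by 1.68 on the log2 scale (adjusted p = 5.9e-05, same test and adjustment). Myc (FBgn0262656; chromosome X, 3373159 to 3391697) rose from 87.5 ± 16.7 CPM (SD, n = 3) to 446 ± 81.4 CPM (SD, n = 4), by 2.35 (adjusted p = 2.1e-05, same test and adjustment). Marf overlaps 1 gene and Myc 2. For each of these 5 genes, no library of one genotype reached into the range of the other, and the call held in every alternative analysis.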

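Glycolysis was represented by 12 enzyme genes chosen for this purpose without reference to the counts. All 12 were higher in Brat-depleted than in control NB II, with a median log2 fold change of 1.41. Of these, 11 passed the threshold, and 12 did when adjusted over the list alone. In edgeR's exact test with 1 common dispersion for all genes, Pgi, Tpi, Gapdh2, Pgk, PyK and Eno did not pass. Their adjusted p-values in that test were 0.057, 0.26, 0.085, 0.11, 0.14 and 0.65. The fry set test gave the list an adjusted p of 6.5e-05 (Benjamini-Hochberg over 16 lists), and the camera test, with its preset correlation of 0.01, one of 1.1e-17. Its median moved most, to 1.57, without control replicate 1. Ldh changed most, from 11.0 ± 1.82 CPM (SD, n = 3) to 322 ± 59.8 CPM (SD, n = 4) (4.88 on the log2 scale, adjusted p = 1.9e-06 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), followed by Pfk with 3.13. Eno changed least, by 0.43 (standard error 0.15, adjusted p = 0.059 from the same test), and it overlaps another gene, as do Ald1, Pgk and Pglym78. The adjusted p of Eno was 0.017 to 0.65 over the alternative analyses and passed the threshold with DESeq2, with total counts in place of TMM and without brat-KD replicate 1. The Myc target genes shown in Fig 4B were not analysed here.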

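Of 8785 genes tested, 2467 differed between control and Brat-depleted NB II, 1209 of them higher and 1258 lower after Brat knockdown. In 2376 of the 2467 the libraries of the 2 genotypes did not overlap. Over all genes tested this held for 3433, or 39.1%, where chance alone gives 5.71%. Of the other fits to all these genes and libraries, the one with all 3 genotypes together moved the count most, to 1250 genes. Leaving out single libraries gave 1691 (without control replicate 3) to 3228 genes (without control replicate 1). Among genes past the threshold with a mean log2 CPM of at least 4 and libraries that did not overlap, the largest increases were in Cpr64Ac, Bcat and CG3829. Cpr64Ac, a cuticle protein gene that overlaps CG43367, had 113 to 233 CPM in Brat-depleted NB II and no count in any control library, and was at least 381-fold higher. Bcat rose from 0.603 ± 0.575 CPM (SD, n = 3) to 36.2 ± 16.4 CPM (SD, n = 4), by 5.74 on the log2 scale, and CG3829, which overlaps emp, from 1.23 ± 1.22 CPM (SD, n = 3) to 60.7 ± 18.8 CPM (SD, n = 4), by 5.66. The largest decreases were in Pxn, Eaat2 and lncRNA:CR44272, with log2 fold changes of −6.38, −5.54 and −4.80. Pxn, whose span overlaps 4 genes, had 32.3 to 88.9 CPM in the control and 0 to 1.57 in Brat-depleted NB II. Adjusted p-values of these 6 genes lay between 1.0e-05 and 0.0016 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment).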

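foxo (FBgn0038197; chromosome arm 3R, 14056945 to 14087978 of BDGP6) was expressed at 5.63 ± 1.48 CPM (SD, n = 3) in control and 52.0 ± 9.92 CPM (SD, n = 4) in Brat-depleted NB II. Its log2 fold change was 3.21 (standard error 0.30, adjusted p = 4.3e-05 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and the libraries had 4.48 to 7.30 CPM against 44.2 to 65.2. Thor (FBgn0261560; chromosome arm 2L, 3478434 to 3479612), which codes for 4E-BP, rose from 9.51 ± 6.78 CPM (SD, n = 3) to 199 ± 125 CPM (SD, n = 4), a log2 fold change of 4.45 (standard error 0.57, adjusted p = 2.9e-04 from the same test and adjustment). Its Brat-depleted libraries had 149.9, 383, 164 and 100.4 CPM, and the log2 fold change fell to 3.91 without replicate 2, the highest of them. Every Brat-depleted library exceeded every control library for both genes. Neither gene overlaps another, and both stayed past the threshold in all alternative analyses.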

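Spt5 (FBgn0040273; chromosome arm 2R, 19437483 to 19441898 of BDGP6) is the transcript that the siRNA targets. It overlaps no other gene. In the libraries labelled brat-KD/Spt5-KD it had 205 CPM (95% exact binomial interval 192 to 219) in replicate 1, 116 CPM (95% exact binomial interval 106 to 126) in replicate 2 and 584 CPM (95% exact binomial interval 551 to 618) in replicate 3. Brat-depleted NB II had 142 ± 16.1 CPM (SD, n = 4), with libraries from 128 to 165 CPM, and control NB II 202 ± 23.2 CPM (SD, n = 3). Replicate 2 thus lay below every Brat-depleted library and replicates 1 and 3 above every one, so that the mean was not lower than in Brat-depleted NB II. The log2 fold change was 1.06 (standard error 0.45, adjusted p = 0.17 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), 0.16 without replicate 3 and 1.29 without replicate 1. The adjusted p ranged from 0.024 to 0.75 over the alternative analyses, and only the fit without replicate 1 passed the threshold. Because this check goes against the label, these libraries are named by their label wherever a direction is drawn from them. The check covers the transcript and not the protein. In other animals with the siRNA in NB II, the paper reports that an siRNA-resistant Spt5 transgene reversed its effects on tumor luciferase and survival.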

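Between these libraries and Brat-depleted NB II, 1017 of 8750 genes tested passed the threshold, 517 higher and 500 lower in the libraries labelled brat-KD/Spt5-KD. In 1008 of the 1017 no library of one genotype reached the range of the other. Over all genes tested this held for 2575, or 29.4%, against 5.71% by chance. The number depended on single libraries. It was 2408 without brat-KD/Spt5-KD replicate 1, and 334, 512, 415 and 438 without brat-KD replicates 1, 2, 3 and 4. DESeq2 gave 1742 genes. With at least 4 mean log2 CPM and no overlap of libraries, the largest increases among genes past the threshold were in stl, Arc1 and CR10102, of which Arc1 (14357927 to 14360297) and CR10102 (14360433 to 14361780) lie side by side on arm 2R. stl, which overlaps 1 transposon, had no count in any Brat-depleted library and 68.5, 101 and 50.4 CPM in the libraries labelled brat-KD/Spt5-KD, at least 152-fold more. CR10102 had 323, 150.3 and 60.0 CPM, at least 369-fold more than in Brat-depleted NB II, where each library had at most 3 counts. Arc1 had 849, 504 and 253 CPM against 0 to 2.54 (log2 fold change 9.18, adjusted p = 0.0022 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The largest decreases were in Cpr64Ac, snu and Bcat, with log2 fold changes of −5.27, −4.34 and −4.17. The adjusted p-values of these were 0.024, 0.016 and 0.037 (same test and adjustment), and each was lost when single libraries were left out, reaching 0.083, 0.060 and 0.13. Without single libraries the log2 fold changes ran from −10.49 (without brat-KD/Spt5-KD replicate 3) to −4.59 (without replicate 2) for Cpr64Ac, from −4.85 (without replicate 2) to −3.71 (without replicate 1) for snu and from −5.73 (without replicate 3) to −3.63 (without replicate 1) for Bcat. Cpr64Ac had 0, 0.217 and 19.2 CPM in these libraries.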

Next, we analyzed the impact of Spt5 knockdown on tumors caused by brat knockdown. 

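The brat transcript, whose span overlaps 4 other genes, had 290.4, 107 and 236 CPM in the libraries labelled brat-KD/Spt5-KD (mean 211 ± 94.4 CPM (SD, n = 3)). Set against Brat-depleted NB II, its log2 fold change was 0.27 (standard error 0.32, adjusted p = 0.66 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and −0.02 without brat-KD/Spt5-KD replicate 1. The adjusted p stayed between 0.16 and 0.97 over the alternative analyses. Against control NB II the log2 fold change was −2.18 (standard error 0.34, adjusted p = 0.014, same test and adjustment). The adjusted p was lost without any 1 of the control libraries (0.053, 0.070 and 0.065 without replicates 1, 2 and 3), without brat-KD/Spt5-KD replicate 3 (0.055) and in an exact test with 1 common dispersion (0.21), in a range of 2.0e-07 to 0.21 over the alternatives, while every library stayed below every control library. Myc itself, which overlaps 2 genes, had 117, 245 and 178 CPM in the libraries labelled brat-KD/Spt5-KD, each below every Brat-depleted library. Its log2 fold change against Brat-depleted NB II was −1.33 (standard error 0.27, adjusted p = 0.017, same test and adjustment). It was not past the threshold without brat-KD replicate 1 (adjusted p = 0.057), without brat-KD/Spt5-KD replicate 3 (0.055) or in the exact test (0.31), the range over all alternatives being 1.0e-04 to 0.31. Relative to control NB II, Myc was 1.05 higher on the log2 scale, with an adjusted p of 0.091 (same test and adjustment). DESeq2, the fit of all 3 genotypes and the fit without brat-KD/Spt5-KD replicate 1 placed it past the threshold, in a range of 0.015 to 0.76. Sets of Myc target genes were not analysed here.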

Brat levels themselves were not altered, but Myc targets were significantly down-regulated, in line with observations in mammalian cancer cells (Fig 4B and D). 

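Marf, Imp and lncRNA:cherub were compared between Brat-depleted NB II and the libraries labelled brat-KD/Spt5-KD, in which the Spt5 transcript itself was not lower on average. Marf, which overlaps 1 lncRNA gene, had 168, 133 and 132 CPM in the latter and a log2 fold change of −0.48 (standard error 0.16, adjusted p = 0.087 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). All 3 libraries lay below the 4 Brat-depleted ones. Without brat-KD/Spt5-KD replicate 1 the log2 fold change was −0.59 and the adjusted p 0.021, and over all alternatives the adjusted p ran from 0.021 to 0.81. Imp, with 2 lncRNA genes in its span, had 373, 942 and 545 CPM, which overlaps the range of the Brat-depleted libraries (622 to 1089 CPM). Its log2 fold change of −0.49 (standard error 0.34, adjusted p = 0.41, same test and adjustment) depended on single libraries. It was −0.96 without brat-KD/Spt5-KD replicate 2, where both remaining libraries lay below every Brat-depleted one, and −0.22 without replicate 1. The adjusted p of Imp was 0.099 to 0.81 over the alternatives. lncRNA:cherub had 7814, 9422 and 9105 CPM, below the 3 control libraries (10881 to 13546 CPM) as well as the 4 Brat-depleted ones. Against Brat-depleted NB II its log2 fold change was −1.97 (standard error 0.29, adjusted p = 0.0058, same test and adjustment), and against the control −0.42 (adjusted p = 0.34, 0.041 to 0.95 over the alternatives, of which DESeq2 alone placed it past the threshold). The first of these passed the threshold in the alternative analyses without a replicate block, except the exact test with 1 common dispersion, where the adjusted p was 0.086 (range 1.6e-22 to 0.086).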

The other described genes were moderately (Marf, Imp) or strongly (lncRNA:cherub) reduced in their expression upon Spt5-knockdown (Fig 4D). In addition, Gart (the second enzyme of the purine biosynthesis pathway; Welin et al, 2010) was significantly repressed, and Gadd45 (an inhibitor of cell cycle progression and inducer of apoptosis; Tamura et al, 2012) was strongly activated. 

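Gart (FBgn0000053; chromosome arm 2L, 7014623 to 7023898 of BDGP6) overlaps CG43322 and Pcp, so its counts can hold their reads. It had 359 ± 48.1 CPM (SD, n = 4) in Brat-depleted NB II and 50.4, 59.5 and 99.8 CPM in the libraries labelled brat-KD/Spt5-KD, whose mean Spt5 transcript level was not lower. This was a log2 fold change of −2.40 (standard error 0.27, adjusted p = 0.0024 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and −2.73 to −2.20 with single libraries left out. Control NB II had 85.4 ± 2.38 CPM (SD, n = 3), so that Gart rose after Brat knockdown (2.06 on the log2 scale, adjusted p = 1.5e-05, same test and adjustment). Gadd45 (FBgn0033153; chromosome arm 2R, 7249161 to 7250655), which overlaps no gene, had 65.5, 62.8 and 62.0 CPM in the libraries labelled brat-KD/Spt5-KD and 8.96 to 19 CPM in Brat-depleted NB II. Its log2 fold change was 2.26 (standard error 0.35, adjusted p = 0.0063, same test and adjustment). Relative to the control (5.00 ± 1.79 CPM (SD, n = 3)) it was 3.65 higher on the log2 scale (adjusted p = 0.0073, same test and adjustment), although without control replicate 2 the adjusted p was 0.061, in a range of 4.1e-14 to 0.061 over the alternatives. Brat knockdown alone changed Gadd45 by 1.36 (adjusted p = 0.071, same test and adjustment). This passed the threshold with DESeq2, with at least 10 counts in every library, with all 3 genotypes in 1 fit and without control replicate 1 (adjusted p of 0.012 to 0.20 over the alternatives).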

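The libraries labelled brat-KD/Spt5-KD had 2.12, 6.28 and 4.54 CPM of foxo. This lies near the control level and below each Brat-depleted library. The log2 fold change against Brat-depleted NB II was −3.6 (standard error 0.48, adjusted p = 0.0039 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and against the control −0.38 (standard error 0.99, adjusted p = 0.90). Thor had 25.7, 38.3 and 42.9 CPM, also below each Brat-depleted library. It changed by −2.51 on the log2 scale against Brat-depleted NB II (standard error 0.46, adjusted p = 0.012, same test and adjustment), and −1.99 without brat-KD replicate 2. Against the control it was 1.91 higher (adjusted p = 0.14, same test and adjustment), with each library above every control library; DESeq2 and the fit of all 3 genotypes placed this past the threshold, and the adjusted p ran from 0.030 to 0.42 over the alternatives. The direction of these changes rests on the labels of these libraries, as their Spt5 transcript was lower in replicate 2 only.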

We also noted that the levels of Foxo and Thor/4E-BP dropped in Spt5-knockdown cells. Together, these expression changes are sufficient to explain the reduction in tumor growth and cellular proliferation and most of them can be ascribed to an impairment of Myc-dependent gene activation upon Spt5-knockdown. However, some of the affected genes are not bona fide Myc targets, for example, lncRNA:cherub (Herter et al, 2015). 

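Of the 2467 genes that differed between control and Brat-depleted NB II, 2403 were also tested between Brat-depleted NB II and the libraries labelled brat-KD/Spt5-KD. In 1674 of them, or 69.7% (95% Wilson interval 67.8 to 71.5), the fold change had the opposite sign, that is, back toward the control. The share was 76.3% of the genes raised and 63.0% of the genes lowered by Brat knockdown. The Brat-depleted libraries enter both comparisons, which yields opposite signs without any effect. In 30 simulations in which the third genotype was unchanged from Brat-depleted NB II the share was 59.4% to 64.0%, with a median of 61.3%. When one pair of Brat-depleted libraries was used to call genes and the other pair for the second comparison, so that no library was shared, the 6 possible divisions gave 63.4% to 71.2%, where no effect gives 50%. The 2 libraries of the second pair also differed from each other, in 1 direction in up to 64.1% of those genes. Leaving out single libraries gave 67.6% to 71.5%, and genes with at least 10 counts in every library gave 71.1%. The number of genes past the threshold in both comparisons was 489. Of these, 231 were raised by Brat knockdown and lower in the libraries labelled brat-KD/Spt5-KD, 181 were lowered and higher there, 47 were raised in both and 30 lowered in both. Leaving out single libraries gave 168 (without brat-KD replicate 1) to 937 genes (without brat-KD/Spt5-KD replicate 1) past the threshold in both, of which 80.4% (without brat-KD/Spt5-KD replicate 1) to 91.4% (without brat-KD replicate 4) went in opposite directions, against 84.3% with all libraries, and DESeq2 gave 811. Another 528 genes differed in the second comparison only.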

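The libraries labelled brat-KD/Spt5-KD also differed from control NB II, in 620 of 8506 genes tested (338 higher, 282 lower). Without single libraries this count was 64 (control replicate 2) to 1504 (brat-KD/Spt5-KD replicate 1), and it was 1495 with DESeq2 and 1450 with all 3 genotypes in 1 fit. In the comparison of Brat-depleted with control NB II, 432 of the 620 had also passed the threshold, 419 of them in the same direction. The control libraries enter both comparisons, which favours the same direction without any effect. In 30 simulations with the third genotype unchanged from control NB II, 0 genes passed the threshold in both. This argues against the shared control libraries alone as the source of the 432 genes. The simulations give no share of directions and hold no difference that runs through a whole library. Of the 13 genes that the paper names or stains for, 11 passed the threshold between control and Brat-depleted NB II and 7 between Brat-depleted NB II and the libraries labelled brat-KD/Spt5-KD, 6 lower and 1 higher. Adjusted over the list alone, the numbers were 12 and 8. The paper reports some of these genes, such as foxo, Thor, Gart and Gadd45, from these same libraries, so this tally is not independent evidence. From the lower expression of lncRNA:cherub, Gart, foxo, Thor and Myc targets, the moderate reduction of Marf and Imp and the higher expression of Gadd45, the paper concludes that the expression changes are sufficient to explain the slower growth of the tumors. It ascribes most of them to impaired gene activation by Myc when Spt5 is knocked down, and names lncRNA:cherub as an affected gene that is no bona fide Myc target.

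**Figure D1:**
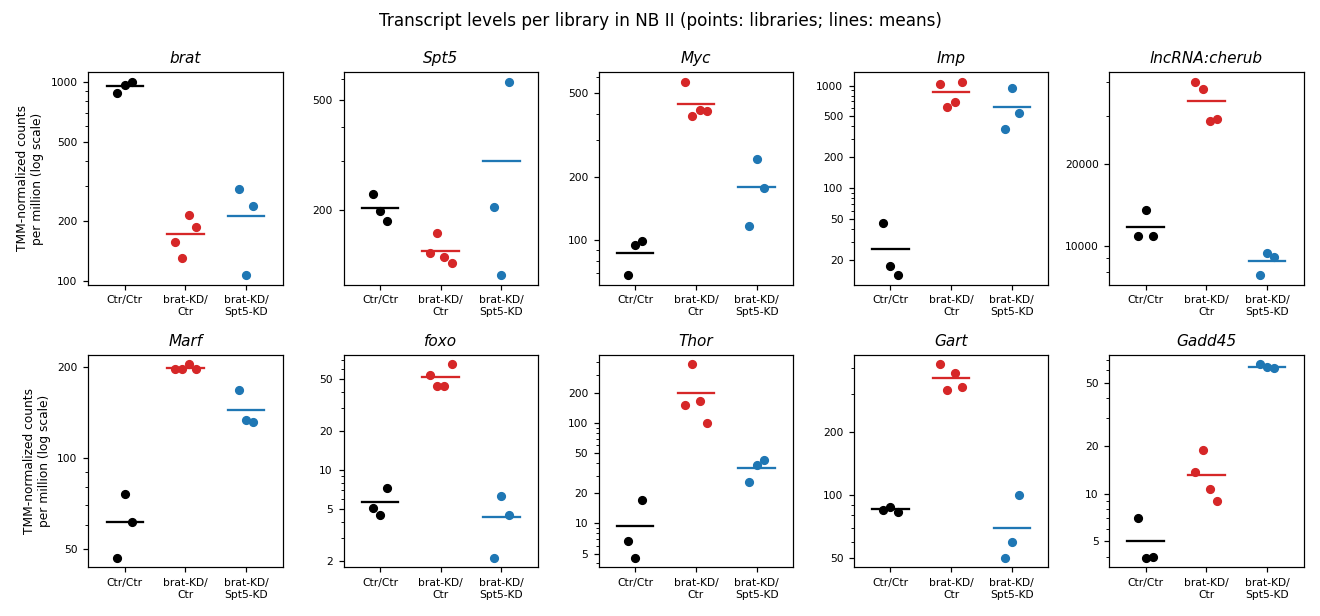
Transcript levels of 10 genes in each library, as TMM-normalized CPM on a logarithmic vertical axis with its own range for each gene. Points are libraries of control NB II (Ctr/Ctr, black, n = 3), Brat-depleted NB II (brat-KD/Ctr, red, n = 4) and the libraries labelled brat-KD/Spt5-KD (blue, n = 3), and horizontal lines are means. brat lies at 107 to 290.4 CPM in the blue points against 880.5 to 1002 in the black ones, Spt5 at 116 to 584 in the blue points against 128 to 165 in the red ones, and Gadd45 at 62.0 to 65.5 in the blue points against 8.96 to 19 in the red ones.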

To find other candidate upstream regulators of these genes, we explored publicly available NB II transcriptome data, and found a significant correlation between Spt5-controlled genes and Mediator target genes. Notably, Gart, lncRNA:cherub, Foxo, and Thor all require Mediator for their full expression (Fig 4E; Homem et al, 2014), raising the possibility that Spt5 might affect their expression via an interaction with Mediator.

### Organismal consequences of Spt5 depletion

Despite the massive brain overgrowth upon brat knockdown in NB II lineages, the tumor-bearing animals reached adulthood at expected frequencies (Fig S4A). However, all of them died within less than 10 d of eclosion, whereas most of the control flies were still alive after 60 d (Fig 5A; for statistical significance of various comparisons see Table S1). Myc-knockdown slightly extended the survival of tumor-bearing flies, showing that these tumors are Myc-dependent (Fig S4B); this is consistent with the published reduction of NB II tumor mass by Myc-knockdown (Neumuller et al, 2013; Herter et al, 2015). This survival benefit is presumably limited by a requirement for Myc in NB II, as seen by the reduced longevity upon single Myc-knockdown (Fig S4B). In contrast, Spt5-knockdown did not impair the survival of control flies, but extended the life span of tumor-bearing animals to more than 26 d (Fig 5A). This rescue was fully reverted by co-expression of an siRNA-resistant version of Spt5, ruling out off-target effects. Overexpression of Spt5 on its own had the opposite effect of Spt5 depletion and significantly shortened the life span of tumorous animals, but had only minor effects on healthy controls. Together, these observations emphasize the importance of Spt5 for abnormal, tumorous tissue growth.

**Figure S4.**
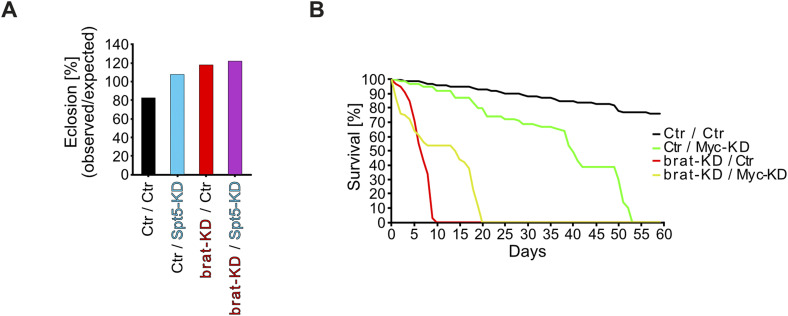
Adult eclosion or survival of tumorous flies experiencing Spt5- or Myc-depletion, respectively. **(A)** Eclosion rate of flies with or without NB II tumors in the presence or absence of Spt5-knockdown. Percentage of eclosed adult flies relative to the expected fraction (n = 171–271 per genotype). **(B)** Effect of Myc depletion in tumorous or normal NB II on survival of adult male flies (n = 65–100 flies for each genotype).

**Figure 5.**
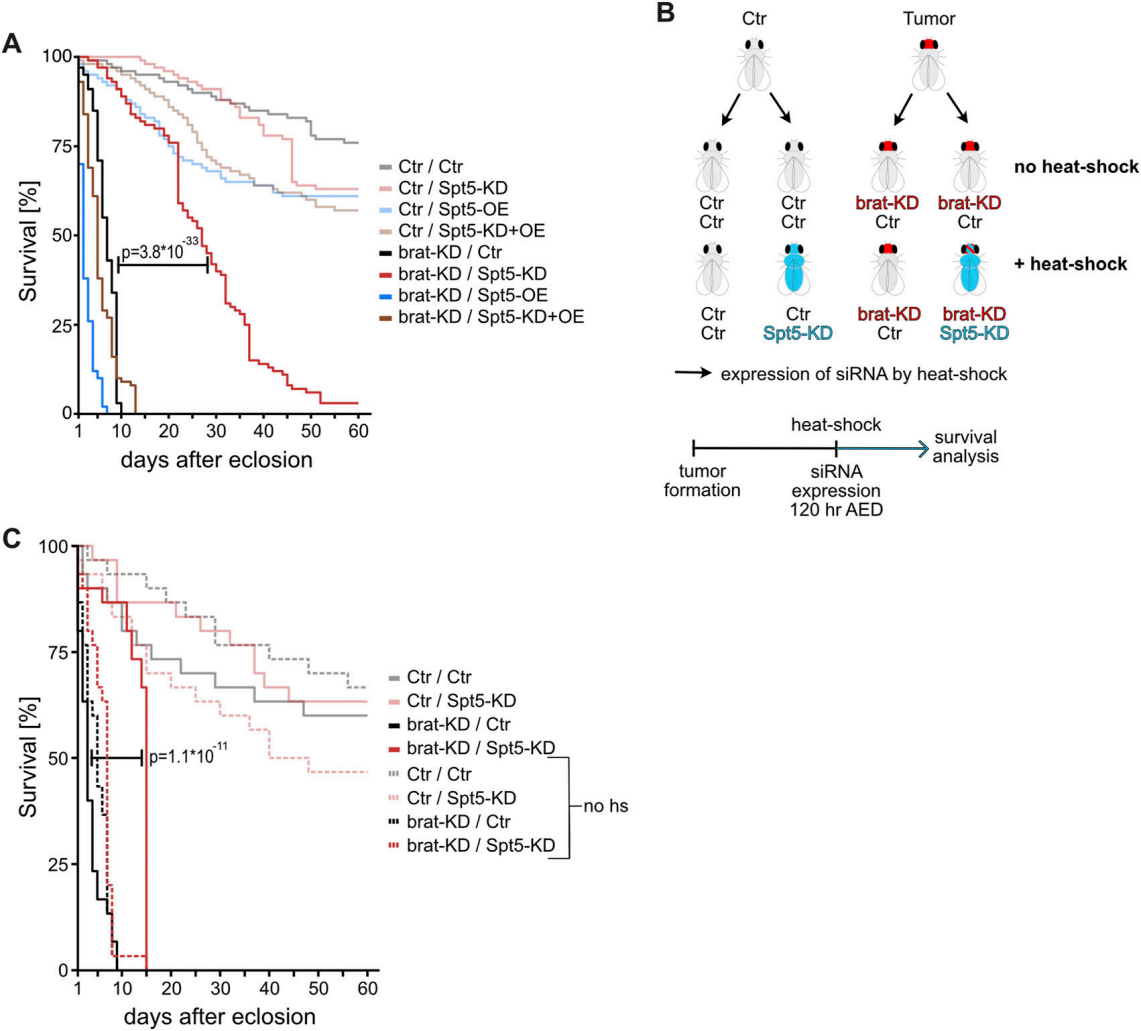
Impact of Spt5 knockdown on longevity of tumorous flies. **(A)** Survival of male flies with the indicated genotypes in days after adult eclosion (n = 100 flies for each genotype). **(B)** Scheme for ubiquitous and temporally controlled Spt5 depletion in tumorous and control animals (for details, see text). **(C)** Survival of male flies with the indicated genotypes +/− heat shock induced ubiquitous Spt5 depletion days after adult eclosion. Spt5 knockdown significantly extended the lifespan of tumorous flies (*P* = 1.1 × 10^−11^; n = 30 flies for each genotype).

Table S1. Statistical significance of differences in longevity. Pertains to Fig 5A and C.

Table S2. Raw read counts from control NB II or Brat knockdown NB II ± Spt5 knockdown. Pertains to Fig 4B and C.

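Table S2 lists, for each gene, the number of reads assigned to it in each of the 10 libraries, before any scaling. In the copy used here it has 1998 genes, and 15678 further genes are left out of that copy. All 1998 are among the 17676 genes of the deposited count table. Of the 19980 values compared between the 2 tables, 0 differ, so for these 1998 genes the deposited counts and Table S2 are the same. A count in this table is not comparable between libraries until it is divided by the library's size: brat has 9283 reads in control replicate 2 and 4530 in control replicate 3, but 967 and 1002 CPM.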

Table S3. Normalized expression values, *P*-values, and FDR *Q*-values from pairwise comparisons of genotypes. Pertains to Fig 4B and C.

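Table S3 gives, for each pair of genotypes, a log2 fold change, a mean log CPM, a p-value and an FDR Q-value. In the copy used here it has 1998 genes, of 11641 in all, and no enrichment was computed from this part. The deposited counts gave the same log2 fold changes, and Q-values within 0.0002 of the table's, when each pair of genotypes was compared by edgeR's exact test with 1 common dispersion for all genes and with genes of a mean count above 1. The common dispersion was 0.230 for control against Brat-depleted NB II, 0.425 for Brat-depleted NB II against the libraries labelled brat-KD/Spt5-KD, and 0.639 for the latter against control. A common dispersion gives every gene the same assumed variability between libraries, while the quasi-likelihood test used at the other values here estimates it for each gene. Over all genes the exact test put 1920, 1096 and 751 genes past 0.05 in these 3 comparisons. The split between directions moved with it. Of the genes past the threshold between control and Brat-depleted NB II, 38.5% were higher in the exact test and 49.0% in the quasi-likelihood test. Between Brat-depleted NB II and the libraries labelled brat-KD/Spt5-KD these shares were 64.2% and 50.8%. In the latter comparison, 1925 genes in hand have a value in Table S3, and the quasi-likelihood test covered 1705 of them. Among these 1705, Table S3 has 77 past 0.05 (the paper's Q-values), the quasi-likelihood test 273, and 39 are past in both. Genes that the filter of the quasi-likelihood test removed are not in these numbers. For Gart the paper's Q-value there is 0.031.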

Nevertheless, Brat-/Spt5-knockdown animals did not live as long as control flies, apparently because their tumors recur (Fig 6). In control animals, all brain neuroblasts cease proliferation during metamorphosis and terminally differentiate or undergo apoptosis, such that no more EdU incorporation is detected in adult brains (Fig 6A, compare with Brat-knockdown brains in Fig 6B). Brains from 3-d-old adult Brat-/Spt5-knockdown animals contain clusters of proliferating (EdU-incorporating) cells (Fig 6C); these cells either derive from the few remaining larval EdU-positive cells which never stopped proliferating (Fig 3F), or from larval EdU-negative cells which have reentered the cell cycle during metamorphosis. These EdU-positive cells expand over time to ultimately cover large areas and presumably kill the animals (Fig 6C–E). We also noticed very small GFP+/EdU+ cell clusters in young adults, which might indicate infiltration of tumor cells into healthy brain tissue (arrows in Fig 6C and D).

**Figure 6.**
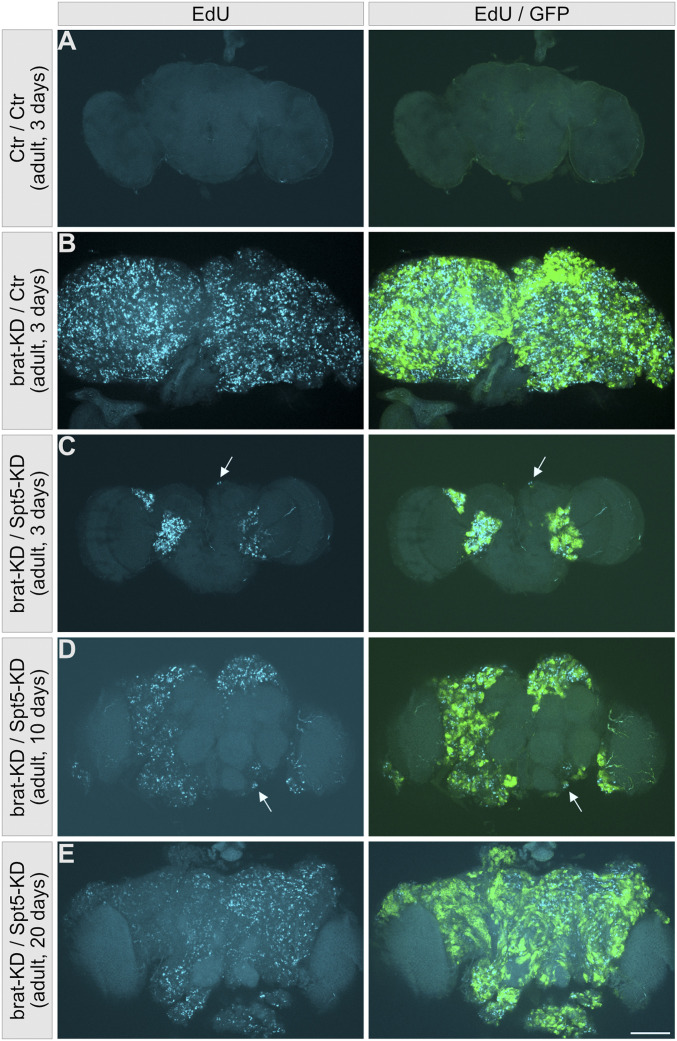
Tumor relapse in Brat/Spt5-knockdown brains. **(A, B, C, D, E)** EdU incorporation (cyan) in S-phase cells within a labeling period of 90 min in whole-mount brain preparations from 3, 10, and 20 d old flies of the indicated genotypes. NB II lineages are marked with mCD8::GFP (green). **(A)** Because neuroblasts stop proliferation during metamorphosis, neither NB II cell lineages nor EdU incorporation are detected in control brains. **(B)** Upon Brat knockdown, proliferating neuroblasts cover the whole brain. **(C, D, E)** A progressive relapse of proliferating cells and increase in cell cluster size is evident in Brat-/Spt5-knockdown brains ((C): 3 d; (D): 10 d; (E): 20 d). In addition, very small, EdU-positive cell clusters are observed (arrows). Scale bar: 100 μm.

This tumor relapse also raises questions as to the cellular composition of the original tumor tissue. Previous studies demonstrated heterogeneity in different *Drosophila* brain tumor models (Narbonne-Reveau et al, 2016; Genovese et al, 2019), with cells expressing both Imp and the transcription factor Chinmo being the major drivers for tumorigenesis. Both proteins were absent from control NB II lineages (Fig S5A), whereas Brat-knockdown larval (Fig S5B) and adult brains (Fig S5D) contained clones of cells that are either positive for Chinmo and Imp or negative for both, reflecting the described cellular heterogeneity (Genovese et al, 2019). In contrast, in larval Brat-/Spt5-knockdown brains most cells in the NB II-like clusters expressed at least some Chinmo and Imp (Fig S5C); the few exceptions might correspond to mitotic or more differentiated cells. In adult Brat-/Spt5-knockdown brains, large cell clones were heterogenous with respect to Chinmo and Imp expression (Fig S5E), whereas small cell clones only contained Chinmo- and Imp-expressing cells (Fig S5F). These data suggest that Spt5-knockdown has a major impact on tumor heterogeneity in larval brains, by suppressing either the generation or the proliferation of Chinmo/Imp-negative cells. Although impaired in their proliferation at larval stage, (some of) the Chinmo/Imp-expressing cells resume proliferation after adult eclosion and develop cellular heterogeneity.

**Figure S5.**
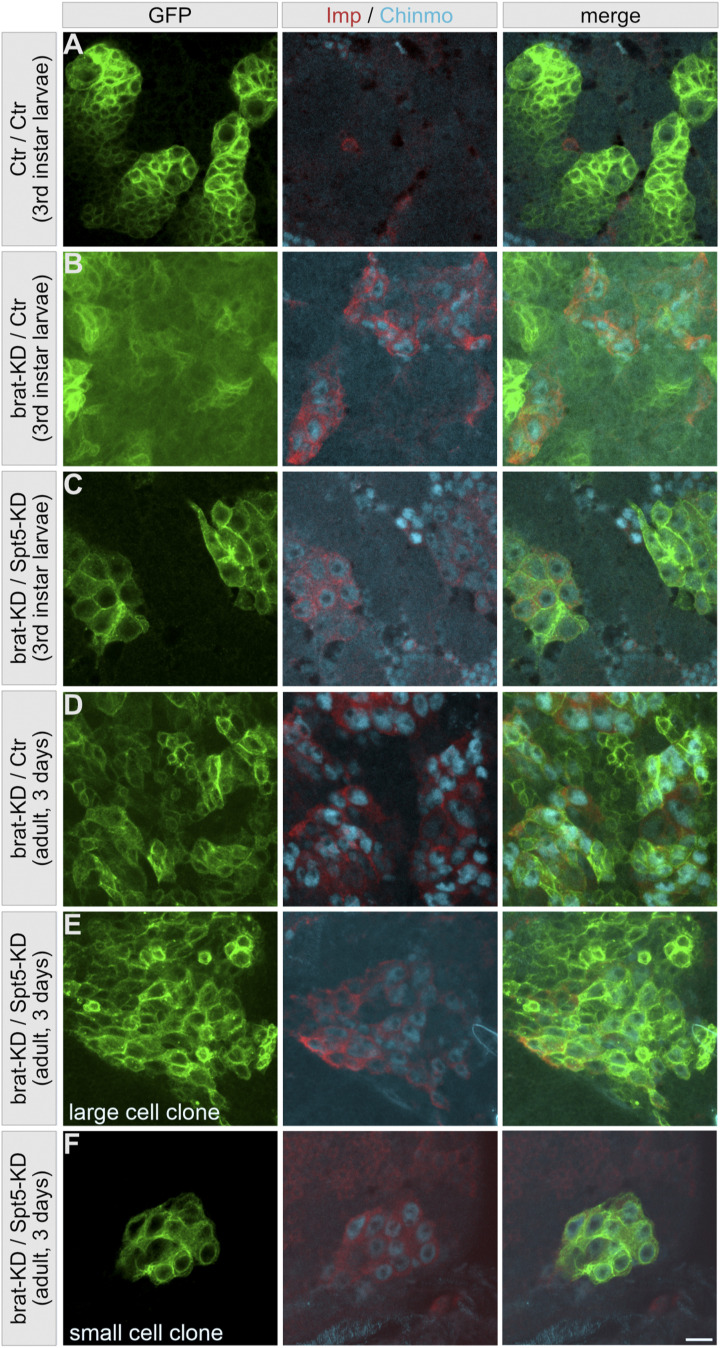
Effect of Spt5 knockdown on tumor cell heterogeneity. NB II lineages in brains from third instar larvae or 3-d-old adult brains were marked with mCD8::GFP (green) and co-stained for Imp (red) and Chinmo (cyan). **(A)** Imp/Chinmo are not expressed in NB II lineages from controls (A). **(B, D)** Imp/Chinmo positive and negative cell clusters are evident within Brat knockdown-induced tumors both in larval (B) and adult brains (D). **(C)** Upon Brat/Spt5 knockdown, GFP-labeled cells in larval brains homogenously express Imp and Chinmo (C). **(E, F)** In adult brains, large GFP cell clusters are heterogeneous with respect to Imp/Chinmo expression (E), in contrast to cells in small clusters, which are all Imp/Chinmo-positive (F). Note that Imp and Chinmo are also expressed in subpopulations of other brain cells. Scale bar: 10 μm.

### Effect of systemic Spt5 knockdown

To explore whether this dependency could potentially be exploited in a curative context, we modified the NB II tumor model. In this new setup, NB II tumors are induced with the same Brat knockdown transgene as used above. In contrast, Spt5 knockdown is driven by the Actin5C promoter that is ubiquitously active in the entire organism. This transgene is initially activated by a heat shock, administered to 120-h-old larvae (well after the onset of GAL4-expression driving Brat knockdown in NB II; Albertson et al, 2004) and remains active thereafter (Fig 5B). The transgene expresses the same Spt5-siRNA as used in the earlier setup, although at a lower level, because this approach does not involve any GAL4/UAS amplification loop (when assayed in whole larval extracts in an analogous qRT-PCR as above for the UAS-siSpt5 transgene, this transgene reduced Spt5 transcript levels only to 88% ± 24%). When flies carrying Brat- and Spt5-knockdown transgenes were reared in the absence of heat shock, they succumbed to tumors within 10 d of adult eclosion; control flies lacking the Brat knockdown transgene had the expected life span (Fig 5C). After heat shock, flies lacking the siSpt5 transgene showed an analogous behavior. However, in combination with heat shock, the siSpt5 transgene almost doubled the lifespan of tumorous flies (Fig 5C; Table S1). We conclude that systemic targeting of Spt5 is beneficial for cancer-bearing flies.

## Discussion

Several experimental approaches allow the identification of potential cancer drug targets at a medium- to large-scale level. These include the analysis of gain-of-function or overexpression mutations in human tumor samples, systematic knockdown or knockout screens in human cancer cell lines (e.g., Boehm & Golub, 2015), silencing or depletion of candidate genes in mouse transplant models. However, targets identified by these approaches could also be relevant for healthy tissues. It is therefore essential to determine the “therapeutic window” of any putative target. This is usually done by analysing appropriate mouse models, containing, for example, floxed target genes in combination with an OHT-activatable Cre recombinase, or expressing shRNAs against the target gene. Such approaches are more laborious and expensive than the initial genetic screens, and hence therapeutic windows are often addressed only once target-specific inhibitors are available, resulting in high attrition rates at late pre-clinical stages. Our present analysis suggests that *Drosophila* can be used to reveal the existence of such therapeutic windows.

The elongation factor Spt5 initially caught our attention because of its physical interaction with Myc in cultured human cancer cells (Baluapuri et al, 2019). Here, we found that it also collaborates with Myc functionally in vivo. Simultaneous reduction of both proteins during larval development synergistically impaired the growth of imaginal tissue, consistent with the notion that Myc-dependent efficient activation of growth-promoting genes requires association with Spt5. Combining Spt5-knockdown with Myc-overexpression during post-proliferative eye disc development resulted in a striking novel phenotype, indicative of massive apoptosis not seen with either treatment alone. This could indicate that some Myc targets do not require Spt5 for their expression, and that the balance of Spt5-dependent and -independent targets determines the biological outcome of Myc activation, for example, tissue growth versus attrition (similar to what was suggested by Steiger et al [2008]). Alternatively, combined Spt5 knockdown and Myc overexpression might titrate Spt5 away from some genes, affecting their expression and resulting in the observed phenotype (similar to what was suggested by Baluapuri et al [2019]).

We used Spt5 as an example of an essential Myc co-factor and evaluated the consequences of knocking down Spt5 in a Myc-dependent NB II brain tumor model. In a first approach, we used the same expression system to target both Brat (to generate the NB II tumors) and Spt5 specifically in NB II. In this setting, Spt5-knockdown almost completely reverted the tumorous tissue overgrowth in larval brains and more than tripled adult animal survival. However, most of the larval NB II-derived cells retained neuroblast characteristics and expressed Imp and Chinmo. These cells apparently did not finally exit the cell cycle and terminally differentiate during metamorphosis, but instead regained a high proliferative potential after adult eclosion. We do not know whether these relapsing tumor cells somehow recovered their Spt5 expression or whether they proliferated despite continually low levels of Spt5.

It was previously shown that Chinmo/Imp cells are the major drivers for NB II tumorigenesis; they propagate by repeated self-renewing divisions, but at low frequencies also spawn Chinmo/Imp-negative cells which have a reduced proliferative capacity (Genovese et al, 2019). In line with these findings, we found large tumor clones in adult Brat-/Spt5-knockdown brains to be heterogenous with respect to their Imp/Chinmo expression status (Fig 6E), whereas all cells in small clones expressed both Chinmo and Imp and also incorporated EdU (Figs 6C and D and S5F). These observations could suggest that Chinmo/Imp-expressing cells have invasive properties and generate metastases in healthy tissue.

Importantly though, knockdown of Spt5 in selected neuroblasts of control animals without brain tumors had mild effects on brain development, and did not negatively impact adult survival, demonstrating the potential value of Spt5 as a therapeutic target. However, in clinical settings, it is typically not possible to direct a therapy exclusively at transformed cells and therapeutic intervention cannot be initiated at early tumor development. For this reason, we developed a second system that allowed temporal separation of tumor initiation and Spt5 knockdown, and that targeted Spt5 not only in NB II but throughout the organism. Whereas this approach relied on the same system to deplete Brat and the same Spt5-targeting siRNA as the first approach above, the latter was induced by a heat shock and directly driven by the Actin5C promoter rather than being amplified by a GAL4/UAS loop, resulting in lower siRNA expression and less efficient Spt5 depletion in NB II. Nevertheless, Spt5 knockdown had a strong therapeutic benefit for tumorous flies, as it almost doubled their survival time. Importantly, ubiquitous Spt5-knockdown did not impair the survival of tumor-free control animals, nor did heat-shocks per se have any deleterious effect on longevity. A molecular explanation for this tumor-suppressive effect is provided by our analysis of NB II transcriptomes: Spt5-knockdown resulted in strong down-regulation of several genes associated with NB II transformation, and an up-regulation of genes opposing uncontrolled proliferation. Most of these expression changes can be ascribed to a reduction of Myc:Spt5 complexes, whereas some probably reflect a functional interaction of Spt5 with the Mediator complex, which itself plays a role in NB II tumor formation. As expected, Myc knockdown also extended the longevity of tumor-bearing flies, but this effect was less pronounced than for Spt5 knockdown. This difference might indicate that Myc:Spt5 complexes are more critical for transformed cells than for normal tissues. In any case, our experiments demonstrate that targeting a protein, Spt5, which was selected based on its physical interaction with Myc, can reduce tumor mass and provide a survival benefit for tumor-bearing animals, even though this protein is essential for normal development. It is open, though, whether Spt5 is the best-suited target in Myc-dependent cancers, as many additional proteins have been shown to bind Myc. Our *Drosophila*-based approach allows a simple pre-screening of these candidates to filter for the best targets that can subsequently be funneled into more laborious analyses in mice.

## Materials and Methods

### Flies

Sources of flies: “GMR-GAL4” and “GMR-GAL4 3x(UAS-Myc)” were characterized by Secombe et al (2007), Montero et al (2008), and Steiger et al (2008); “wor-GAL4 ase-GAL80 UAS-GFP UAS-Luciferase” and “wor-GAL4 ase-GAL80 UAS-brat-IR UAS-GFP UAS-Luciferase” were initially generated by Neumuller et al (2013) and also described in Herter et al (2015); “ey-FLP tub-FRT-Myc-FRT-GAL4” was described in Bellosta et al (2005); “act-FRT-stop-FRT-GAL4” was, for example, used in Gerlach et al (2017); UAS-Spt5 (resistant to siSpt5) (Qiu & Gilmour, 2017); UAS-siSpt5 (Bloomington stock number B-34837; Perkins et al, 2015); mutant allele “Spt5[SIE-27]” (Mahoney et al, 2006). “act-FRT-stop-FRT-siSpt5” was generated by inserting “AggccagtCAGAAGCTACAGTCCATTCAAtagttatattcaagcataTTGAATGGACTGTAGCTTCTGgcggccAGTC” (“siSpt5_f”) into pAct-FRT-stop-FRT3-FRT-FRT3-GAL4_attB (#52889; Bosch et al, 2015; AddGene vector). The resulting construct pACT5C-FRT-stop-FRT-siSpt5 was inserted in ZH86Fb by GenetiVision Corp.

### Genetic manipulation of Spt5 and Myc in eyes

Eye-specific reduction of Myc levels as used for Fig 2C and D was described by Bellosta et al (2005). Briefly, Myc cDNA was ubiquitously expressed under the control of the tubulin promoter by the transgene “tub-FRT-Myc-FRT-GAL4” (inserted on the X-chromosome), which increases Myc levels to <180% as compared with control (Wu & Johnston, 2010). The same X-chromosome carries an eyFLP transgene, which eliminates the Myc cDNA specifically in eye imaginal disc cells, resulting in expression of GAL4 instead. Flies designated as “Myc^P0^” additionally carry the hypomorphic allele *Myc*^*P0*^ on the same X chromosome, whereas “ctr” flies are WT for Myc and only carry the two described transgenes. Hence, eye imaginal discs of the *Myc*^*P0*^ flies described in Fig 1C and D are mutant for Myc specifically in the eye primordia, thus expressing less than 40% of Myc mRNA. Importantly, this *Myc* allele only reduces the amount of Myc protein, but does not alter its amino acid sequence.

### Targeted expression

Type II neuroblasts were targeted by a combination of worniu (wor)-GAL4, which is expressed in type I and II NBs, and asense (ase)-GAL80 to repress GAL4 activity in the type I NBs (Neumüller et al, 2011).

To knock down Spt5 ubiquitously after the onset of tumor generation, the system above (wor-GAL4 ase-GAL80 UAS-Brat-KD) was combined with the transgenes “hs-FLP” and “pACT5C-FRT-stop-FRT-siSpt5.” siSpt5 expression was initiated by transferring larvae at 120 h after egg deposition for 1 h to a water bath at 37°C.

### Confocal microscopy

For immunostainings, brains from late third instar larvae or adults were dissected in PBS (10 mM Na_2_HPO_4_, 2 mM KH_2_PO_4_, 2.7 mM KCl, 137 mM NaCl) and fixed on ice for 25 min in PLP solution (4% PFA, 10 mM NaIO_4_, 75 mM lysine, 30 mM sodium phosphate buffer, pH 6.8). All washings were done in PBT (PBS plus 0.3% Triton X-100). After blocking in PBT containing 5% normal goat serum for 1 h, tissues were incubated overnight at 4°C with combinations of the following primary antibodies: rabbit anti-Ase (1:400; F. Diaz-Benjumea), mouse anti-Bruchpilot (1:30, clone nc82; E Buchner), rat anti-Chinmo (1:500; N Sokol), rabbit anti-Dcp-1 (1:100, # 9578; Cell Signaling Technology), guinea pig anti-Dpn (1:1,000; J Knoblich), chicken anti-GFP (1:1,500 #ab13970; Abcam), rabbit anti-Imp (1:1,500; F Besse), guinea pig anti-Lamin DmO (1:300; G Krohne). Secondary antibodies conjugated with AlexaFluor 488, Cy3 or Cy5-conjugated were purchased from Molecular Probes and Dianova.

For 5-ethynyl-2′-deoxyuridine (EdU) labeling, brains from third instar larvae or adults were dissected in PBS and incubated with 20 μM EdU in PBS for 90 min. After fixation in 4% PFA for 15 min, followed by immunostaining, before EdU incorporation into replicating DNA was detected with the Click-iT Alexa Fluor 647 EdU imaging kit (Thermo Fisher Scientific [Invitrogen]).

Embedding of brains was done in Vectashield (Vector Laboratories) and confocal images were collected with a Leica SPE or SP8 microscope (Leica Microsystems). Image processing was carried out with the ImageJ distribution Fiji (Schindelin et al, 2012).

### Phenotypic analysis

To measure adult eye sizes, adult males were collected at 1–7 d after eclosion and killed by freezing. One eye per individual fly was photographed on a Zeiss Discovery.V8 stereomicroscope fitted with a 1.5x lens and processed with Axiovision Extended Focus software and the ImageJ distribution Fiji.

To measure luciferase activity, male flies were collected within 1 d of adult eclosion and frozen individually at −20°C until use. Each fly was then lysed in 50 μl Passive Lysis Buffer (Promega) and homogenized with ∼10 steel beads in a “Bullet Blender Blue” Homogenizer at speed 10 for 2 min, followed by a 4′ centrifugation at 12,000*g*. 10 μl of the supernatant was transferred into a black 96-well plate and assayed for luciferase expression using the Dual Luciferase Reporter Assay System in an automated luminometer. Note that the tumorous brat–KD flies contain a “UAS-FireflyLuciferase” transgene, whereas the non-tumorous flies without the brat–KD carry a “UAS-RenillaLuciferase” transgene (see Neumuller et al [2013]; Herter et al [2015]). Hence, luciferase activities reflect the number of GAL4-expressing cells, but they can only be compared within each series of genotypes, not between the brat–WT genotypes (shown in black in Fig 3C) and the brat–KD genotypes (shown in red in Fig 3C).

For weighing flies, 1–4 d old adult flies were dried for 20′ at 95° (first for 10′ with a closed, then with an opened lid) and then stored at RT. Before weighing on a Mettler UMT5 Comparator scale (Mettler Toledo), the flies were allowed to equilibrate with ambient atmosphere for at least 30′.

To determine duration of development, timed egg lays (5–14 h) were performed and eclosion was monitored two to three times a day.

### Survival analysis

Parents were transferred to a fresh food vial every 3 d. Offspring was collected within 1 d of adult eclosion, and subsequently transferred to fresh vials every 2 d. The number of living flies was monitored daily for a period of 60 d.

### Isolation of type II neuroblasts

Processing of larvae for next-generation sequencing was carried out as described by Harzer et al (2013). Briefly, 5-d old larvae were washed sequentially in PBS, 70% ethanol, and Schneider’s medium. Within ≤1 h larvae were dissected and brains transferred to a 0.5 ml low-binding Eppendorf tube containing Rinaldini’s solution (8 g/liter NaCl, 0.2 g/liter KCl, 50 mg NaH_2_PO_4_, 1 g/liter NaHCO_3_, 1 g/liter glucose). After two washes, Rinaldini’s solution was replaced with a dissociation solution (Schneider’s medium containing 100 ml/liter heat-inactivated fetal bovine serum, 2 ml/liter insulin, 20 ml/liter penicillin–streptomycin, 100 ml L-glutamine, 20 mg/liter L-glutathione, 20 mg/ml collagenase I, 20 mg/ml papain), and the brains were stirred up by pipetting. After 1 h incubation at 30°C with occasional mixing, the brains were washed twice with Rinaldini’s solution and with Schneider’s medium, and then mechanically dissociated by pipetting. The resulting cell suspension was filtered through a 30-μm mesh 5-ml FACS tube, which was then filled up with Schneider’s medium to a total volume of 10 μl per dissected larval brain and sorted in a BD FACSAria III sorter. Type II Neuroblasts were identified based on side scatter (SSC), forward scatter (FSC) and GFP intensity, collected into 96-well microtiter plates, containing 1 μl β-mercaptoethanol and 100 μl Lysis Buffer (Agilent Technologies Absolutely RNA Nanoprep Kit) per well, and subsequently stored at −80°C until use.

### qRT–PCR

To induce expression of siSpt5 or of an Spt5-cDNA, flies of the genotype “hs-FLP act-FRT-stop-FRT-GAL4 UAS-siSpt5,” “hs-FLP act-FRT-stop-FRT-GAL4 UAS-Spt5” or “hs-FLP act-FRT-stop-FRT-siSpt5” were exposed to a 1-h heat shock at 37°. 1 d later, single wandering larvae were processed for total RNA extraction, reverse transcription, and qRT-PCR as described in Montero et al (2008), using the following primers: alphaTub84B-fwd 5′-GCCAGATGCCGTCTGACAA-3′, alphaTub84B-rev2 5′-AGTCTCGCTGAAGAAGGTGTTGA-3′; Spt5-fwd2 5′-GCTCTCAATCGGGCCACT-3′, Spt5-rev2 5′-GGATTCATCGCTCTTGCCG-3′; Spt5-fwd3 5′-TGCAAAACGCCACTTTGGAG-3′, Spt5-rev3 5′-GCCGGGCAATAGAGTTTGTTG-3′.

### mRNA library preparation

RNA was isolated using Agilent Technologies’ Absolutely RNA Nanoprep Kit (including DNase I digestion). RNA concentration and quality were determined on 2100 Bioanalyzer Instrument (Agilent Technologies) using the Agilent RNA 6000 Pico Kit (Agilent Technologies). Library preparation was performed using the Poly(A) mRNA Magnetic Isolation Module (New England Biolabs) and the NEBNext Ultra II Directional RNA library Prep Kit for Illumina (New England Biolabs). For library amplification, 17 or 24 PCR cycles were used. Library size distribution and concentration were analyzed on the Fragment Analyzer (Agilent Technologies) using the NGS Fragment High Sensitivity Analysis Kit (1–6,000 bp; Agilent Technologies). The libraries were sequenced on Illumina instrument (NEXTSeq500).

### Bioinformatics

Bliss synergy scores (Bliss, 1939) were calculated using the R package synergyfinder 1.10.7 (Zheng et al, 2022), where scores >10 suggest a synergistic interaction; n = 6–10 collections per genotype for Fig 2A, median derived of eight flies for each genotype for Fig 2C and D.

For RNAseq analysis, reads were mapped to version BDGP6 of the *Drosophila* genome, using bowtie2 with the setting “very-sensitive-local” (Langmead & Salzberg, 2012) (2.2–9.8 million mapped reads per sample). Differentially expressed genes were identified using edgeR 3.26.8 (Robinson et al, 2010). Gene set enrichment analysis was carried out with GSEA 4.0.2. (Subramanian et al, 2005) and GO terms obtained from the ENSEMBL annotation for BDGP6.32. Volcano & box plots were generated in R.

### Relevant genotypes

#### Figs 1C and D and S1

GMR-GAL4/+

GMR-GAL4/+; UAS-siSpt5/+

GMR-GAL4/+; UAS-Spt5/+

GMR-GAL4/+; UAS-Spt5 UAS-siSpt5/+

GMR-GAL4 3x(UAS-Myc)/+

GMR-GAL4 3x(UAS-Myc)/+; UAS-siSpt5/+

GMR-GAL4 3x(UAS-Myc)/+; UAS-Spt5/+

GMR-GAL4 3x(UAS-Myc)/+; UAS-Spt5 UAS-siSpt5/+

#### Figs 2A and S2A

+/Y

+/Y; Spt5[SIE-27]/+

dm[P0]/Y

dm[P0]/Y; Spt5[SIE-27]/+

#### Figs 2C and D and S2B–I

tub-FRT-Myc-FRT-GAL4 ey-FLP/Y

tub-FRT-Myc-FRT-GAL4 ey-FLP/Y; UAS-siSpt5/+

tub-FRT-Myc-FRT-GAL4 ey-FLP/Y; UAS-Spt5/+

tub-FRT-Myc-FRT-GAL4 ey-FLP/Y; UAS-Spt5 UAS-siSpt5/+

dm[P0] tub-FRT-Myc-FRT-GAL4 ey-FLP/Y

dm[P0] tub-FRT-Myc-FRT-GAL4 ey-FLP/Y; UAS-siSpt5/+

dm[P0] tub-FRT-Myc-FRT-GAL4 ey-FLP/Y; UAS-Spt5/+

dm[P0] tub-FRT-Myc-FRT-GAL4 ey-FLP/Y; UAS-Spt5 UAS-siSpt5/+

#### Figs 3B, D, E, 4, and 6, S3, S4A, and S5

wor-GAL4 ase-GAL80 UAS-mCD8::GFP

wor-GAL4 ase-GAL80 UAS-mCD8::GFP UAS-Brat-KD

wor-GAL4 ase-GAL80 UAS-mCD8::GFP UAS-siSpt5

wor-GAL4 ase-GAL80 UAS-mCD8::GFP UAS-Brat-KD UAS-siSpt5

#### Fig 3C

wor-GAL4 ase-GAL80 UAS-RLuc

wor-GAL4 ase-GAL80 UAS-RLuc UAS-siSpt5

wor-GAL4 ase-GAL80 UAS-RLuc UAS-Spt5

wor-GAL4 ase-GAL80 UAS-RLuc UAS-siSpt5 UAS-Spt5

wor-GAL4 ase-GAL80 UAS-FLuc UAS-Brat-KD

wor-GAL4 ase-GAL80 UAS-FLuc UAS-Brat-KD UAS-siSpt5

wor-GAL4 ase-GAL80 UAS-FLuc UAS-Brat-KD UAS-Spt5

wor-GAL4 ase-GAL80 UAS-FLuc UAS-Brat-KD UAS-siSpt5 UAS-Spt5

#### Fig 5A

wor-GAL4 ase-GAL80 UAS-RLuc

wor-GAL4 ase-GAL80 UAS-RLuc UAS-siSpt5

wor-GAL4 ase-GAL80 UAS-RLuc UAS-Spt5

wor-GAL4 ase-GAL80 UAS-RLuc UAS-siSpt5 UAS-Spt5

#### Fig 5C

hs-FLP wor-GAL4 ase-GAL80

hs-FLP wor-GAL4 ase-GAL80 UAS-Brat-KD

hs-FLP wor-GAL4 ase-GAL80 act-FRT-stop-FRT-siSpt5

hs-FLP wor-GAL4 ase-GAL80 UAS-Brat-KD act-FRT-stop-FRT-siSpt5

#### Fig S4B

wor-GAL4 ase-GAL80

wor-GAL4 ase-GAL80 UAS-Brat-KD

wor-GAL4 ase-GAL80 UAS-Myc-KD

wor-GAL4 ase-GAL80 UAS-Brat-KD UAS-Myc-KD

## Data Availability

RNA expression data are available at the Gene Expression Omnibus under the accession number GEO: GSE220110.

## Supplementary Material

Reviewer comments

How the deposited data were processed for this re-analysis (not part of the article)

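The deposited values are counts of reads per gene in 10 libraries of sorted type II neuroblast lineages, 3 of control NB II, 4 of Brat-depleted NB II and 3 labelled brat-KD/Spt5-KD. The authors made them from polyadenylated RNA in directional libraries, mapped the reads to BDGP6 with bowtie2 in its very sensitive local mode, and deposited the number of reads on each gene without normalization. The paper's text names neither the program that counted reads nor its annotation, and takes terms for gene sets from the Ensembl annotation of BDGP6.32. The genotype and replicate of each library were taken from its label. A replicate number in one genotype is not stated to share a batch with the same number in another. Larvae were 96 h old in the results and the labels and 5 d old in the methods. Every column of the count table belongs to one of the 10 libraries.

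All 17676 genes of the table were used, and 17549 of them were found in the Ensembl annotation (BDGP6.54, release 115), which gave their coordinates, overlaps and lengths. The remaining 127 held 0.616% to 0.905% of a library's counts, and no gene of the mitochondrial genome was in the table. Library totals had a median of 5425453 counts in control NB II, 5957074 in Brat-depleted NB II and 3830183 in the libraries labelled brat-KD/Spt5-KD. The shallowest library, brat-KD/Spt5-KD replicate 3 with 2158058 counts, has the widest counting error, and a gene with 3 counts or fewer in every library of a genotype was treated as being at the limit of detection. A fold change against such a genotype is given as a lower bound. Intervals for single libraries are exact binomial intervals at a level of 95%.

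Counts were analysed in R 4.3.3 with edgeR 4.0.16, limma 3.58.1 and DESeq2 1.42.0, and tables were handled in Python 3.11.15 with pandas 2.3.3. Each of 3 comparisons was fitted on the libraries of its pair of genotypes with TMM normalization, filterByExpr and edgeR's quasi-likelihood test, because Table S3 gives a mean expression of its own to each comparison. Genes with a Benjamini-Hochberg adjusted p under 0.05 were counted as changed. Standard errors of log2 fold changes were taken from the same fits. Principal components were computed from CPM on the linear scale, because the scores in Fig 4A are of a size that a logarithmic scale does not give. Gene lists with at least 5 tested genes were compared with limma's fry test, and also with camera at a preset correlation of 0.01. There were 20 lists, for genes named by the paper, glycolysis, purine synthesis, ribosome biogenesis, DNA replication and cell cycle, oxidative phosphorylation, heat shock, cell death, Mediator subunits, Spt4-Spt5 and pausing factors, neuroblast, INP, neuronal, glial, temporal identity and epithelial markers, and, as checks on the cells and larvae, hemocyte and fat body markers, dosage compensation RNAs and transgene marker genes. Long genes were the longest 10% by annotated span. The mapping of samples, the comparisons and their tests, the lists, the alternatives and the rule for the genes named were fixed before the data were examined, except for 2 alternatives chosen after seeing the data (genes that overlap no other gene, and principal components without lncRNA:cherub). Tests of explanations that were chosen after a result was seen are named where they are given. The genes named are those the paper names or stains for, the glycolysis list, and, for Brat-depleted NB II against the control and for the libraries labelled brat-KD/Spt5-KD against Brat-depleted NB II, the 3 genes with the largest change in each direction among those past the threshold with a mean log2 CPM of at least 4 and libraries that do not overlap. Other genes were singled out after their values were seen and are marked as such.

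The alternatives were DESeq2, its size factors in edgeR, total counts in place of TMM, no filter, at least 10 counts in every library, all 3 genotypes in 1 fit, edgeR's exact test with 1 common dispersion, the replicate number as a block, and each library left out in turn. Comparisons that share libraries were set beside 30 simulated data sets in which the third genotype was unchanged. The procedure was tested on simulated data, in which 200 genes were changed 4-fold in counts drawn with the means, library sizes and dispersions of the real libraries. For Brat-depleted against control NB II, over 8785 simulated genes, the quasi-likelihood test recovered 186 of the 200 (93%), with 8 calls among unchanged genes. For the libraries labelled brat-KD/Spt5-KD against Brat-depleted NB II, over 8750 genes, it recovered 131 (65.5%), with 7 such calls, and against the control, over 8506 genes, 92 (46%), with 6. DESeq2 recovered 195, 161 and 134 of the 200 with 44, 50 and 63 calls among unchanged genes, and the exact test 192, 66 and 14 with 156, 126 and 120. Lists of Myc and Med27 target genes, Fig 4E and the phenotypes of the larvae were not analysed here.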

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

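The tests of y and of the hemocyte genes were chosen only after their values were seen.

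In groups of 4 libraries, the gap between the most distant library and its neighbour was compared with the whole range, which sets a library apart by chance in about 1 in 20 cases. Of 37 cases tested, 3 were set apart, all among the 4 Brat-depleted libraries. For Myc the ratio was 0.843, with 567 CPM in replicate 1 and 389.6 to 417 in the others. For Marf it was 0.931, where replicate 3 with 204 CPM stood apart from 196 to 197 CPM only because those were so close to each other. For Eno it was 0.850, with 657 CPM in replicate 1 and 885 to 925 in the others. Without brat-KD replicate 1 the log2 fold change between control and Brat-depleted NB II was 2.21 for Myc and 0.53 for Eno, and Eno then passed the threshold (adjusted p = 0.025 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment; 0.017 to 0.65 over the alternatives). Each of the 3 genes overlaps another, whose reads can enter its count. No biological explanation was tested.

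The yellow gene y, which overlaps CG32816, had 14.1, 40.3 and 40.8 CPM in the libraries labelled brat-KD/Spt5-KD and at most 0.349 CPM in any other library. This was at least 63.3-fold higher than in control NB II and at least 66.0-fold higher than in Brat-depleted NB II. The paper's text does not name y, which its Table S3 lists as higher in the same libraries. It is a marker gene of some transgenic constructs, and a candidate explanation is that the larvae with the Spt5 siRNA carry such a copy. All 3 of the libraries were above every other library, as that explanation needs, but a rise of the resident y gene would look the same, so that these cannot be told apart from counts per gene. Of the other marker genes of this kind, w had 155, 123 and 391 CPM in the libraries labelled brat-KD/Spt5-KD against 42.9 to 73.5 in Brat-depleted and 52.7 to 68 in control NB II (log2 fold change 1.83 against Brat-depleted NB II, adjusted p = 0.018 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and overlaps kirre. The gene v had 0, 24.3 and 21.2 CPM against 0 to 2.62 in the other 7 libraries (log2 fold change 3.24, adjusted p = 0.22, same test and adjustment). Table S3 places v past the threshold and w not against Brat-depleted NB II. The list of these 3 genes was too short to test. Its median log2 fold change was 3.24 against Brat-depleted NB II and, with 2 genes, 5.25 against control, or 3.94 with y at its lower bound. In Brat-depleted against control NB II only w was tested, with a log2 fold change of 0.03.

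Hml, a hemocyte gene, had 16.0, 8.23 and 6.55 CPM in the libraries labelled brat-KD/Spt5-KD, 0 in each control library and at most 0.349 in a Brat-depleted one, and was at least 20.5-fold higher than in control and at least 21.3-fold higher than in Brat-depleted NB II. Col4a1, which hemocytes and fat body express, had 80.8, 69.3 and 71.1 CPM, a log2 fold change of 5.04 against control (adjusted p = 0.034 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and 6.35 against Brat-depleted NB II (adjusted p = 0.0024, same test and adjustment). vkg rose to 15.3, 5.85 and 4.03 CPM, without passing the threshold (adjusted p = 0.12 against Brat-depleted NB II). The paper's text names none of these genes. Its Table S3 lists Col4a1 and vkg as higher in the same libraries and past the threshold against Brat-depleted NB II. One hypothesis is that hemocytes were among the sorted cells. It predicts that the other hemocyte markers of the list rise too, and 0 of those 6 were higher in each of the 3 libraries than in each of the other 7. NimC1, He and eater had no count in any library, srp had 0.236, 2.17 and 2.52 CPM and Sr-CI 0, 1.95 and 0, while Pxn, which was far higher in control NB II, had 0, 5.20 and 7.56. That prediction was not met. The level of these markers in hemocytes was not measured here, so that a small share of hemocytes cannot be told apart from expression of Hml and Col4a1 by the sorted cells. Of the fat body markers, Lsp1beta had 26.4, 0 and 0 CPM, in 1 library only, and 0, 0.833 and 14.4 in control NB II. The hemocyte list was too short to test, with a median log2 fold change over 4 genes of 5.05 against Brat-depleted NB II (4.08 with Hml at its bound) and 3.78 against control (3.43). Of Brat-depleted against control NB II only Pxn was tested. The 1 tested fat body gene had a log2 fold change of −0.63 in Brat-depleted against control NB II and 0.31 in the libraries labelled brat-KD/Spt5-KD against Brat-depleted NB II.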

How the results depend on the processing

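Genes that overlap no other gene, and principal components without lncRNA:cherub, were chosen after seeing the data; the cause of the changes below was not tested unless it is stated.

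Of 75 results for single named genes, 29 kept their direction and their side of the threshold under every alternative, and of 45 results for gene lists 12 did. For the named genes, 1028 of the values under an alternative did so, 69 were no longer past the threshold, 31 newly passed it and 8 changed direction. For the lists these numbers were 375, 64, 16 and 20. Among the named genes, DESeq2 placed 8 more results past the threshold and removed none, the exact test with 1 common dispersion removed 15 and added none, and DESeq2's size factors in edgeR added 1 and removed none. Leaving out single libraries removed 35 calls and added 12. Fewer libraries give a test less power by construction.

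The 2467 genes changed between control and Brat-depleted NB II became 1250 with all 3 genotypes in 1 fit, and 1061 of 3512 genes that overlap no other gene, where fewer genes were tested. All other alternatives stayed within 1.5 times of the count. In the exact test, with 1920 genes, 38.5% were higher, against 49.0%. The 1017 genes changed between Brat-depleted NB II and the libraries labelled brat-KD/Spt5-KD became 1742 with DESeq2 and 402 of 3507 among genes that overlap no other gene, and ran from 334 (without brat-KD replicate 1) to 2408 (without brat-KD/Spt5-KD replicate 1) across the 7 fits that each left out one library. The exact test gave 1096 genes, of which 201 were among the 1017, and 64.2% of them were higher, against 50.8%. The 620 genes changed against control NB II became 1495 with DESeq2, 1450 with all 3 genotypes in 1 fit and 252 of 3429 among genes that overlap no other gene, and ran from 64 (without control replicate 2) to 1504 (without brat-KD/Spt5-KD replicate 1). The number of lists past the threshold, glycolysis not counted, was 9 between Brat-depleted NB II and the libraries labelled brat-KD/Spt5-KD and ran from 4 (without brat-KD replicate 2) to 9 with single libraries left out. Against control NB II it was 6, and ran from 1 (without control replicate 3) to 9 (without brat-KD/Spt5-KD replicate 1). Without any filter on low counts, the median log2 fold change of all genes tested was −0.12 for the libraries labelled brat-KD/Spt5-KD against Brat-depleted NB II and −0.13 against control, and under the other scalings, filters and tests, the replicate block and left-out libraries aside, it lay between −0.098 and 0.034.

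The replicate numbers do not pair the libraries. Deviations from the genotype means of libraries with the same number correlated across genes at −0.00154, 0.129, 0.102, 0.146, −0.0213, 0.0475, −0.0132, 0.0933 and −0.0152, and those of other pairs at −0.159 to 0.140. With the number as a replicate block, 1 gene passed the threshold between Brat-depleted NB II and the libraries labelled brat-KD/Spt5-KD (1571 had an unadjusted p under 0.05), 232 did against control and 1735 between control and Brat-depleted NB II. It left 1 list past the threshold in the first of these comparisons and 2 against control. Among the named genes the block removed 16 calls and turned dpn against control to −0.017. Among the lists it removed 13 calls, added 2 and turned 3 medians, those of Spt4-Spt5 and pausing factors against Brat-depleted NB II (−0.15), of the genes named by the paper (−0.017) and of neuroblast markers (−0.052) against control. The block spends degrees of freedom on a grouping that the libraries do not show, so that a call lost under it is not evidence of a smaller effect.

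The position of the libraries labelled brat-KD/Spt5-KD on PC1 depended on the input. It was −1.02 with raw counts, 37.8 with log2 CPM, 220.3 with unit variance and −0.524 without lncRNA:cherub. With the first 3 of these inputs PC1 no longer set Brat-depleted NB II apart. The share of genes moved back ran from 67.6% (without brat-KD/Spt5-KD replicate 1) to 71.5% (without brat-KD replicate 4). Glycolysis genes between Brat-depleted NB II and the libraries labelled brat-KD/Spt5-KD had medians of 0.059 to 0.59 across the fits without single libraries.

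The longest genes had a median of −0.038 between control and Brat-depleted NB II when length was taken from exons, and −0.43 (without control replicate 2) to −0.18 (without control replicate 1). Between Brat-depleted NB II and the libraries labelled brat-KD/Spt5-KD it was 0.12 for the longest 5%, −0.39 with exonic length and −0.23 (without brat-KD/Spt5-KD replicate 1) to 0.025 (without brat-KD replicate 4). Against control it was −0.30 for the longest 5% and −0.57 (without brat-KD/Spt5-KD replicate 1) to −0.34 (without control replicate 1).

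The direction of some named genes turned without a single library. In Brat-depleted against control NB II, chinmo had log2 fold changes of −0.062 (without control replicate 1) to 0.16 (without control replicate 3). In the libraries labelled brat-KD/Spt5-KD against Brat-depleted NB II, brat ran from −0.021 (without brat-KD/Spt5-KD replicate 1) to 0.57 (without brat-KD/Spt5-KD replicate 2), Pgi from −0.084 (without brat-KD/Spt5-KD replicate 2) to 0.39 (without brat-KD/Spt5-KD replicate 1), Pglym78 from −0.017 (without brat-KD/Spt5-KD replicate 2) to 0.62 (without brat-KD/Spt5-KD replicate 1) and PyK from −0.23 (without brat-KD/Spt5-KD replicate 2) to 0.41 (without brat-KD/Spt5-KD replicate 1). Against control, Spt5 ran from −0.40 (without brat-KD/Spt5-KD replicate 3) to 0.93 (without brat-KD/Spt5-KD replicate 2) and dpn from −0.16 (without brat-KD/Spt5-KD replicate 3) to 0.91 (without brat-KD/Spt5-KD replicate 1). None of these was past the threshold with all libraries.

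Medians of lists turned as well. In Brat-depleted against control NB II, cell death genes had −0.10 with at least 10 counts in every library and −0.20 (without control replicate 1) to 0.26 (without brat-KD replicate 3), and epithelial markers −0.49 (without brat-KD replicate 3) to 0.41 (without control replicate 1). In the libraries labelled brat-KD/Spt5-KD against Brat-depleted NB II, cell death genes had 0.053 with at least 10 counts in every library and −0.092 (without brat-KD replicate 1) to 0.12 (without brat-KD replicate 4), cell cycle genes −0.22 (without brat-KD replicate 1) to 0.0077 (without brat-KD/Spt5-KD replicate 3), Spt4-Spt5 and pausing factors −0.050 (without brat-KD/Spt5-KD replicate 1) to 0.20 (without brat-KD replicate 3), glial markers −0.57 (without brat-KD replicate 1) to 0.48 (without brat-KD replicate 4) and ribosome biogenesis genes −0.50 (without brat-KD/Spt5-KD replicate 2) to 0.095 (without brat-KD/Spt5-KD replicate 1). Against control, the genes named by the paper had −0.40 (without brat-KD/Spt5-KD replicate 3) to 0.76 (without brat-KD/Spt5-KD replicate 1), neuroblast markers −0.10 (without brat-KD/Spt5-KD replicate 3) to 0.39 (without brat-KD/Spt5-KD replicate 1), cell death genes −0.028 (without control replicate 1) to 0.39 (without brat-KD/Spt5-KD replicate 1) and Mediator subunits −0.27 (without brat-KD/Spt5-KD replicate 2) to 0.048 (without brat-KD/Spt5-KD replicate 1).

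Depth and complexity limit the comparisons with the libraries labelled brat-KD/Spt5-KD, of which replicate 3 has 2158058 counts. The test recovered 131 of 200 genes changed 4-fold in simulated data against Brat-depleted NB II and 92 of 200 against control, so that the absence of a call in these comparisons is not evidence of no change.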

Differences from the paper's values

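None of the tests below was chosen after its result was seen.

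The log2 fold changes that the paper states in the part of Table S3 at hand or in Fig 4C and D, and the shares of variance in Fig 4A, lie within the limits set for a difference. The Q-values of Table S3 are those of an exact test with 1 common dispersion and differ from the adjusted p of the quasi-likelihood test used here, as for dpn between control and Brat-depleted NB II (0.16 in the table, 3.2e-04 here), Gapdh2 (0.085 and 0.0023) and Eno (0.65 and 0.059). PC1 is about 73% and PC2 about 15% of the variance in Fig 4A, read by eye, against 66.8% and 15.7% here.

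Fig 4D places lncRNA:cherub and Myc below its line for significance. Here both passed the threshold between Brat-depleted NB II and the libraries labelled brat-KD/Spt5-KD, with adjusted p of 0.0058 and 0.017 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). With the exact test and 1 common dispersion neither did, with adjusted p of 0.086 and 0.31. Over all alternatives the adjusted p ran from 1.6e-22 to 0.086 for lncRNA:cherub and from 1.0e-04 to 0.31 for Myc.

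The paper states that Marf and Imp were moderately reduced. Their log2 fold changes of −0.48 and −0.49 were not past the threshold here (adjusted p = 0.087 and 0.41 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Marf passed it without brat-KD/Spt5-KD replicate 1 (adjusted p = 0.021, of a range of 0.021 to 0.81), and Imp in none of the alternatives (0.099 to 0.81).

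The paper describes the libraries labelled brat-KD/Spt5-KD as cells with Spt5 knocked down. The mean of the Spt5 transcript was not lower in them than in Brat-depleted NB II, and only replicate 2 lay below (log2 fold change 1.06, adjusted p = 0.17 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, 0.024 to 0.75 over the alternatives).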

Other observations

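The simulation of unchanged libraries, the overlap and counting-error checks of Spt5, the principal components without lncRNA:cherub, the comparison at equal depth, the trend over classes of gene length, the level in replicate 1 of genes absent from the other genotypes, the level of transcripts specific to another genotype, the comparison of single Brat-depleted libraries and the fits of oxidative phosphorylation genes without single libraries were chosen only after the result they test was seen.

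Other splits of the same libraries gave fewer genes past the threshold. For Brat-depleted against control NB II, 1 of the 35 splits into 4 and 3 libraries, the real one, gave as many genes, as many gene lists past the threshold, and as small a p-value for the glycolysis genes and for the longest genes. For the libraries labelled brat-KD/Spt5-KD against Brat-depleted NB II, 1 of 35 splits gave as many genes and as many lists. For the glycolysis genes 12 of 35 splits gave as small a p-value there, and for the longest genes 10 of 35, so that neither result stands out from regrouped libraries. For the libraries labelled brat-KD/Spt5-KD against control NB II the real split was the only 1 of 10 that reached its number of genes, its number of lists and its p-value for the longest genes, and with 10 splits that share cannot be smaller.

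The position of the libraries labelled brat-KD/Spt5-KD beside the control on PC1 was computed on the linear scale. On log2 CPM, components 2 and 3 both separate Brat-depleted from control NB II without overlap, by 2.19 and 1.93 times the spread. With the control at 0 and Brat-depleted NB II at 1, the mean of the libraries labelled brat-KD/Spt5-KD was 1.24 on component 2. That is nearer to Brat-depleted NB II, although replicate 1 lay between these genotypes and replicates 2 and 3 beyond Brat-depleted NB II. On component 3 the mean was −0.318, beside the control. Whether the linear scale accounts for the position thus cannot be told apart from a difference that the log2 scale divides between 2 components. The scale was named as an explanation before this position was computed. That the single gene with the largest loading carries the linear component is argued against by the components without lncRNA:cherub, where the position was −0.524, still on the control side. The largest squared loading was then that of pre-rRNA:CR45856 (13.9%). Its mean was 6680 CPM in control, 1962 in Brat-depleted NB II and 9769 in the libraries labelled brat-KD/Spt5-KD. Ribosomal RNA entries were not left out as a group. Whether such reads, in libraries of polyadenylated RNA, carry the position was thus not tested. On the linear scale a few abundant transcripts weigh most, and on the log2 scale many transcripts of low abundance.

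Control replicate 1 and brat-KD/Spt5-KD replicate 1 stood apart from the other libraries of their genotypes. Lower depth is argued against, because at equal depth brat-KD/Spt5-KD replicate 1 had 1809 genes fewer than the next library of its genotype (7443 against 9252) and control replicate 1 had 2015 fewer (8446 against 10461). A library made from few RNA molecules is a candidate explanation. It predicts genes without any read where the other libraries of the genotype lead to at least 50, and there were 181 such genes in control replicate 1 and 580 in brat-KD/Spt5-KD replicate 1, against at most 22 in any other library. The amount of RNA in each library was not analysed here. These libraries weigh on the counts of changed genes, as leaving out brat-KD/Spt5-KD replicate 1 raised the number against Brat-depleted NB II from 1017 to 2408 genes, which include 1011 of the 1017.

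The Spt5 transcript was lower in Brat-depleted than in control NB II (log2 fold change −0.53, adjusted p = 0.023 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), a call lost without control replicate 2 (0.075) or brat-KD replicate 1 (0.060), 3 (0.058) or 4 (0.059), with total counts in place of TMM (0.050), with all 3 genotypes in 1 fit (0.48) and in the exact test (0.62), with an adjusted p of 0.012 to 0.62 over the alternatives. In the libraries labelled brat-KD/Spt5-KD replicate 2 lay below every Brat-depleted library, and replicates 1 and 3 above every one. Reads of another gene are argued against, as 0 annotated genes overlap Spt5. Counting error of reads is argued against too, because in 2 of the 3 libraries the interval lay above the mean of Brat-depleted NB II. The intervals take reads as independent molecules. Sampling of few RNA molecules, a candidate explanation for the distance of replicate 1, is not covered by them and stays open for its Spt5 level. A library exchanged with a Brat-depleted one would fall on the Brat-depleted side in most of the genes that differ when that library is left out. Replicate 2 fell on its own side in 74.2% of 744 genes and replicate 3 in 76.5% of 741, which argues against such an exchange of these. Replicate 1 did so in 56.9% of 2408 genes, which decides little alone. Of the 4 genes with at most 3 counts in every control and Brat-depleted library and at least 50 reads expected from replicates 2 and 3, 3 had more than 3 counts in replicate 1 (y 60, fusl 84 and stl 291), which argues against its exchange with a library of either genotype. Transcripts specific to another genotype, chosen without the library in question, would stand near their level in that genotype after an exchange. A 10-fold difference, tried first, left 1 to 3 such genes for control NB II and at most 1 for Brat-depleted NB II, and a 4-fold difference, chosen after that was seen, left 54 to 63 and 8 to 9. Their pooled level in any of the 3 libraries was at most 0.169 of that in control NB II and at most 0.219 of that in Brat-depleted NB II over both choices, which argues against an exchange of any of the 3 libraries with either genotype. These levels are upper limits to the share of the other genotype in a library. The Spt5 level of replicate 1 lies above the mean of control NB II, so the share of control NB II that a mixture needs was taken at its smallest, from the lower limit of the interval of replicate 1 (192 CPM) and the highest control library. It is 0.587 when the own cells of replicate 1 are at the mean of Brat-depleted NB II, and 0.435 when they are at its highest library (165 CPM), against the 0.169 in replicate 1. Brat-depleted NB II is too low to reach that limit at any share. Such a mixture is thus argued against as the cause of the Spt5 level, as far as the limit of 192 CPM holds, which covers counting error of reads only. The 4 genes absent from the other genotypes had a median of 0.628 of their level in replicates 2 and 3, from 0 to 1.34, too wide to decide this alone. A smaller admixture stays open. Reads from the siRNA construct and an effect on the protein without one on the transcript stay open and were not tested. The paper reports a lower Spt5 transcript with the same siRNA in whole larvae, measured by qRT-PCR, which are other samples. It also reports that siRNA-resistant Spt5 reversed the effects of the siRNA in NB II on tumor luciferase and survival. Those are phenotypes of other animals and not transcript levels of these libraries.

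Most genes changed in Brat-depleted NB II moved back in the libraries labelled brat-KD/Spt5-KD. That the shared Brat-depleted libraries produce this is argued against by the simulations, where the highest share was 64.0% against 69.7% observed, and by the divisions without a shared library, of which the lowest gave 63.4%, against 50% without an effect. The simulations draw each gene by itself and hold no difference that runs through a whole library. Such differences exist, as the 2 libraries not used to call the genes differed from each other in 1 direction in up to 64.1% of them, more than the lowest division. The pair that called the genes, set against the other pair, gave 50.0% to 71.9%, the highest in the division with the lowest share. A part of the movement thus cannot be told apart from differences between single Brat-depleted libraries. In the divisions without a shared library the share was 68.1% to 75.6% for genes raised in Brat-depleted NB II and 56.3% to 66.9% for genes lowered. Across genes, which are not independent replicates, the log2 fold changes of both comparisons correlated at −0.408, where the simulations had a median of −0.353. The simulated value is most of the observed one, but the simulations took the dispersion of each gene from 1 fit of all 3 genotypes. Brat-depleted libraries correlated with each other at 0.961 to 0.980 (Spearman), and the libraries labelled brat-KD/Spt5-KD at 0.801 to 0.934. The simulated Brat-depleted libraries can thus vary more than the real ones. How much of the correlation comes from shared libraries was not settled.

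In Brat-depleted against control NB II, ribosome biogenesis, purine synthesis, neuroblast markers and DNA replication and cell cycle genes were higher, with median log2 fold changes of 1.05, 1.35, 1.01 and 0.54 and adjusted p of 2.5e-04, 1.2e-04, 6.5e-05 and 1.6e-04 from the fry test with Benjamini-Hochberg adjustment over 16 lists. INP markers and neuronal markers were lower, with medians of −1.94 and −2.0 (adjusted p = 2.4e-04 and 2.9e-04). These calls and that of the genes named by the paper (median 1.52, adjusted p = 5.8e-05) held without any single library and with camera. The paper's stainings show more NB II-like cells and fewer INPs after Brat knockdown. Counts from pooled sorted cells cannot tell a change within cells from a change in their make-up. Mediator subunits had a median of −0.41 (adjusted p = 0.010), lost without control replicate 2 (0.058) and replicate 3 (0.071). Glial markers had one of −0.52 (adjusted p = 0.010), lost with camera (0.21) and without brat-KD replicate 3 (0.052) or 4 (0.076), and its median ran from −1.20 without brat-KD replicate 4 to −0.05. Spt4-Spt5 and pausing factors (median 0.12, adjusted p = 0.059) passed only without control replicate 2 (0.013), brat-KD replicate 1 (0.043) or 2 (0.040), and temporal identity genes (0.40, 0.12) only without brat-KD replicate 2 (0.040). Oxidative phosphorylation, heat shock, cell death and epithelial marker genes were not past the threshold, with medians of −0.20, −0.63, 0.17 and −0.29 and adjusted p of 0.13, 0.34, 0.49 and 0.15.

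Between Brat-depleted NB II and the libraries labelled brat-KD/Spt5-KD, the lists past the threshold without any single library were neuroblast markers, epithelial markers, temporal identity genes and the genes named by the paper, with medians of −0.85, −1.15, −0.45 and −0.71 and adjusted p of 0.0083, 0.014, 0.014 and 0.0058 (the fry test with Benjamini-Hochberg adjustment over 16 lists). They also held with camera. The median of temporal identity genes was −1.05 without brat-KD/Spt5-KD replicate 2 and −0.30 without brat-KD replicate 4, and that of the genes named by the paper −1.22 without brat-KD/Spt5-KD replicate 3. The last of these lists is not independent evidence. Purine synthesis (median −0.61, adjusted p = 0.027) was lost in 5 of the 7 fits without a single library, up to 0.088 without brat-KD replicate 3, and its median was −0.35 without brat-KD/Spt5-KD replicate 1. Heat shock genes (−0.58, 0.043) were lost in all 7, up to 0.13 without brat-KD replicate 1, and had a median of −0.35 without brat-KD/Spt5-KD replicate 2. With all libraries, all 15 heat shock genes were lower, and the list passed with camera (5.4e-04). Cell cycle genes (−0.17, 0.027) were lost in 6 of 7, up to 0.21 without brat-KD replicate 4, and cell death genes (−0.07, 0.026) in 3, up to 0.094 without brat-KD/Spt5-KD replicate 3. Both were also lost with camera (0.48 and 0.31), and their members went in both directions. Ribosome biogenesis genes, which were higher in Brat-depleted NB II, had a median of −0.15 (adjusted p = 0.44), with 26 of 39 lower and 3 of these past the threshold (6 adjusted over the list alone), and the median was 0.09 without brat-KD/Spt5-KD replicate 1 and −0.50 without replicate 2. A fall of this list was thus not shown. INP markers (0.48, adjusted p = 0.33) passed only without brat-KD/Spt5-KD replicate 2 (0.036) and Mediator subunits (0.31, 0.44) only without replicate 1 (0.026). Neuronal markers, glial markers and Spt4-Spt5 and pausing factors were not past the threshold, with medians of −0.15, −0.55 and 0.12 and adjusted p of 0.95, 0.74 and 0.74.

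Against control NB II, the libraries labelled brat-KD/Spt5-KD differed by fry in epithelial markers (median −1.70, adjusted p = 0.0090 from the fry test with Benjamini-Hochberg adjustment over 16 lists), in neuronal markers (−1.78, 0.0090), cell cycle genes (0.30, 0.0090), INP markers (−1.72, 0.015), purine synthesis (0.85, 0.022) and temporal identity genes (−0.83, 0.037). Only the epithelial markers held without any single library. Without control replicate 3 the adjusted p was 0.079 for neuronal markers, 0.079 for cell cycle genes, 0.080 for INP markers, 0.080 for purine synthesis and 0.14 for temporal identity genes. Ribosome biogenesis and oxidative phosphorylation genes had medians of 0.81 and 0.63 (adjusted p = 0.067 and 0.071), and both passed without brat-KD/Spt5-KD replicate 1 (0.012 and 0.014). Both also passed with camera (1.3e-08 and 1.1e-07), while temporal identity genes did not (0.35). The median of purine synthesis was 0.50 and that of ribosome biogenesis 0.53 without brat-KD/Spt5-KD replicate 2. Genes named by the paper had a median of 0.40 (adjusted p = 0.31), 0.76 and past the threshold without brat-KD/Spt5-KD replicate 1 (0.012) and −0.40 without replicate 3. Heat shock genes (−1.19, 0.067) passed with camera (5.6e-06) and, barely, without control replicate 2 (0.050). Cell death genes, glial markers, Mediator subunits, neuroblast markers and Spt4-Spt5 and pausing factors were not past the threshold, with medians of 0.29, −0.46, −0.06, 0.16 and 0.21 and adjusted p of 0.067, 0.15, 0.23, 0.46 and 0.44.

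The glycolysis genes did not return toward the control. Between Brat-depleted NB II and the libraries labelled brat-KD/Spt5-KD their median log2 fold change was 0.31 (9 of 12 higher, adjusted p = 0.44 from the fry test with Benjamini-Hochberg adjustment over 16 lists), 0.59 without brat-KD/Spt5-KD replicate 1 (adjusted p = 0.025) and 0.06 without replicate 2 (0.94). Against control NB II all 12 were higher, with a median of 1.80 and an adjusted p of 0.014; 10 passed the threshold, and 12 when adjusted over the list alone. The set call was lost without control replicate 2 (0.059), control replicate 3 (0.079) or brat-KD/Spt5-KD replicate 3 (0.063), and held with camera. Single genes went both ways against Brat-depleted NB II, with Ldh at −1.51 (adjusted p = 0.012 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and Gapdh2 at 1.15 (adjusted p = 0.017). Both calls were lost in the exact test with 1 common dispersion, and that of Gapdh2 also without brat-KD replicate 1 (0.055) or brat-KD/Spt5-KD replicate 2 (0.053), in ranges of 1.0e-05 to 0.23 for Ldh and 1.6e-04 to 0.39 for Gapdh2.

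Oxidative phosphorylation genes were higher in the libraries labelled brat-KD/Spt5-KD than in Brat-depleted NB II, in 31 of 34 genes with a median log2 fold change of 0.87; 18 passed the threshold, and 26 when adjusted over the list alone. The paper's text does not name these genes as a group, and Table S3 lists some of them singly. The adjusted p was 0.026 from the fry test with Benjamini-Hochberg adjustment over 16 lists. That these genes are short (median span 1484 against 2899 bases over all genes tested) is argued against as the whole cause, because the median lay at percentile 100 of 10000 random lists matched on span and expression, whose median was 0.28 (95% between 0.05 and 0.54). Whether the call depends on 1 library cannot be told apart from the loss of power with fewer libraries. The median stayed at 0.65 or more, but the adjusted p rose to 0.0708 without brat-KD/Spt5-KD replicate 3, 0.060 without replicate 2, and 0.055, 0.053 and 0.055 without brat-KD replicates 1, 2 and 3. Without brat-KD/Spt5-KD replicate 1 the median was 1.05 and the adjusted p 0.0036, and the call also held without brat-KD replicate 4 (0.046) and with camera (3.9e-15). A biological difference between the genotypes stays open and was not tested.

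Because the paper describes Spt5 as promoting the processivity of RNA polymerase II, gene length was examined. The longest 10% of genes had a median log2 fold change of −0.37 in Brat-depleted against control NB II, −0.10 in the libraries labelled brat-KD/Spt5-KD against Brat-depleted NB II and −0.38 against control. Across genes, which are not independent replicates, the Spearman correlation of span with log2 fold change was −0.164 between the libraries labelled brat-KD/Spt5-KD and Brat-depleted NB II. The medians of 10 classes of genes from the shortest to the longest were 0.47, 0.21, 0.09, −0.02, −0.04, −0.16, −0.32, −0.30, −0.35 and −0.10. The longest class lay 0.252 above the next, which a loss of processivity that grows with distance does not predict. Other values go with such a loss. Against control the medians of the last 4 classes fell to the longest (−0.12, −0.17, −0.29 and −0.38), although the longest class was also low in Brat-depleted against control NB II. By exonic length, the longest genes had −0.39 against Brat-depleted NB II (unadjusted p = 0.016 from the fry test). A loss of processivity thus cannot be told apart from its absence here. The trend is no larger than differences within a genotype, where the correlation reached 0.338 between brat-KD replicates 1 and 2, so that a difference between libraries is a candidate explanation for it.

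Of the genes stained for in the paper, chinmo, which overlaps a transposon, had 108, 139 and 101 CPM in the libraries labelled brat-KD/Spt5-KD, below all other libraries (287 to 363 in Brat-depleted and 245 to 347 in control NB II). Its log2 fold change against Brat-depleted NB II was −1.49 (adjusted p = 0.0035 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), lost only in the exact test with 1 common dispersion apart from the fit with a replicate block (0.23, of a range of 2.5e-11 to 0.23). The chinmo transcript did not follow the paper's staining of the protein. There, control NB II lineages had no Chinmo, and most NB II-like cells of Brat-/Spt5-knockdown larvae had some. Transcript and protein are different measures, and the cause was not tested. dpn, which overlaps 3 genes, rose in Brat-depleted NB II (1.08, adjusted p = 3.2e-04, same test and adjustment, 3.4e-10 to 0.19 over the alternatives, of which the exact test and the fit of all 3 genotypes lost the call) and had 16.0, 115 and 154 CPM in the libraries labelled brat-KD/Spt5-KD, where replicate 1 lay far below the others. ase, which overlaps CG32816, fell in Brat-depleted NB II (−1.75, adjusted p = 0.0071, same test and adjustment) and had 19.8, 23.8 and 31.3 CPM in the libraries labelled brat-KD/Spt5-KD (0.34 against Brat-depleted NB II, adjusted p = 0.75). lncRNA:roX1, an RNA of dosage compensation in males that overlaps 2 genes, had 395, 264 and 693 CPM in the libraries labelled brat-KD/Spt5-KD against 819.6 to 1071 in Brat-depleted and 1253 to 1347 in control NB II, and lncRNA:roX2 had 0, 0.866 and 21.2 against 4.4 to 13.5 and 28.6 to 64.4. The median log2 fold change of these 2 RNAs was −1.43 in Brat-depleted against control NB II, −0.64 in the libraries labelled brat-KD/Spt5-KD against Brat-depleted NB II and −2.06 against control, too few genes to test as a list. The sex of the larvae was not analysed here.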
